# Transcriptional response to Wnt activation regulates the regenerative capacity of the mammalian cochlea

**DOI:** 10.1242/dev.166579

**Published:** 2018-11-27

**Authors:** Anshula Samarajeewa, Danielle R. Lenz, Lihong Xie, Hao Chiang, Rory Kirchner, Joanna F. Mulvaney, Albert S. B. Edge, Alain Dabdoub

**Keywords:** Mouse, Wnt, Notch, Hearing, Regeneration, Plasticity

## Abstract

Lack of sensory hair cell (HC) regeneration in mammalian adults is a major contributor to hearing loss. In contrast, the neonatal mouse cochlea retains a transient capacity for regeneration, and forced Wnt activation in neonatal stages promotes supporting cell (SC) proliferation and induction of ectopic HCs. We currently know little about the temporal pattern and underlying mechanism of this age-dependent regenerative response. Using an *in vitro* model, we show that Wnt activation promotes SC proliferation following birth, but prior to postnatal day (P) 5. This age-dependent decline in proliferation occurs despite evidence that the Wnt pathway is postnatally active and can be further enhanced by Wnt stimulators. Using an *in vivo* mouse model and RNA sequencing, we show that proliferation in the early neonatal cochlea is correlated with a unique transcriptional response that diminishes with age. Furthermore, we find that augmenting Wnt signaling through the neonatal stages extends the window for HC induction in response to Notch signaling inhibition. Our results suggest that the downstream transcriptional response to Wnt activation, in part, underlies the regenerative capacity of the mammalian cochlea.

## Abstract (precis)

**Summary:** Canonical Wnt activation in the mammalian cochlea elicits a unique, age-dependent transcriptional response, which in part regulates the regenerative capacity of supporting cells during cochlear maturation.

## INTRODUCTION

Noise-induced and age-related degeneration of sensory hair cells (HCs) is a leading cause of hearing deficits. Owing to a lack of regenerative capacity in the adult mammalian cochlea, damage to HCs is irreversible. In contrast to adults, neonatal mice have a limited capacity to regenerate HCs (Bramhall et al., 2014; Chai et al., 2012; Shi et al., 2013, 2012; Yamamoto et al., 2006). Consequently, there is considerable interest in defining the temporal pattern of this regenerative response and its underlying mechanisms in neonates.

By birth, cellular organization of the cochlea is complete, with the sensory epithelium organized into one row of inner HCs, three rows of outer HCs and interdigitating non-sensory supporting cells (SCs). In response to modulation of specific signaling pathways, SCs in the neonatal cochlea function as endogenous stem cells and HC regeneration proceeds through either direct transdifferentiation or proliferation of SCs and subsequent transdifferentiation to HCs (Cox et al., 2014). Direct transdifferentiation comes at the cost of SC loss; thus, replenishing SCs is crucial for auditory function.

Two key pathways that can be modulated to stimulate these endogenous stem cells are canonical Wnt and Notch pathways (Żak et al., 2015). Canonical Wnt signaling is activated when secreted Wnts bind Frizzled receptors, causing a downregulation of GSK3β activity and subsequent stabilization of cytoplasmic β-catenin. Within the nucleus, stabilized β-catenin binds TCF/Lef transcription factors to activate target genes (Clevers, 2006). During embryonic stages, Wnt signaling plays an essential role in both prosensory cell proliferation and HC differentiation (Jacques et al., 2012; Shi et al., 2014). Similarly, Notch signaling is important for cell fate determination and generates the mosaic of interdigitating HCs and SCs (Kiernan, 2013). Notch signaling is initiated when membrane-localized Delta and Jagged ligands bind Notch receptors. Ligand-receptor interaction results in enzymatic cleavage of the Notch receptor by γ-secretase and subsequent release of the Notch receptor intracellular domain that activates downstream target genes.

Inhibition of Notch signaling following birth induces transdifferentiation of SCs to HCs; however, this ability to transdifferentiate is lost by postnatal day (P) 3 (Maass et al., 2015). Similarly, forced Wnt activation following birth both *in vitro* and *in vivo* can promote SC proliferation and induction of new HCs (Chai et al., 2012; Kuo et al., 2015; Shi et al., 2013, 2012). Interestingly, SCs also lose their ability to respond to Wnt with age and Wnt activation fails to produce the same regenerative effect in adults (Shi et al., 2013). Understanding this response to Wnt during early developmental stages has the potential to guide strategies for HC regeneration in adults. In this study, we have investigated the temporal pattern and underlying mechanisms of the regenerative response to Wnt activation at different stages of development in the mammalian cochlea.

## RESULTS

### Wnt activation promotes proliferation of SOX2-positive cells at embryonic and early neonatal stages

We first sought to evaluate the temporal pattern of the regenerative response to canonical Wnt activation in the post-mitotic cochlea in terms of proliferation and HC induction. During mouse cochlear development, SOX2^+^ prosensory cells exit the cell cycle at embryonic day (E) 12.5 and subsequently differentiate into HCs or SOX2^+^ SCs (Chen and Segil, 1999). We therefore established cochlear explant cultures following terminal mitosis at E13.5, P0 and P5. We activated Wnt for 5 days *in vitro* (DIV) using CHIR99021 (CHIR), a selective inhibitor of GSK3β function, and supplemented the media with the proliferation marker BrdU for the entire culture period. Control explants were cultured with DMSO and BrdU. After fixation, explants were immunolabeled for SOX2 (early prosensory or late SC marker), BrdU (proliferation marker) and myosin VI (MYOVI) or myosin VIIA (MYOVIIA; HC markers). Co-labelling with SOX2 and BrdU was used to quantify proliferation.

At E13.5, SOX2^+^ prosensory cells are typically quiescent (Chen and Segil, 1999; Lee et al., 2006). Control explants established at E13.5 lacked SOX2^+^BrdU^+^ cells after 5 DIV, indicating that SOX2^+^ cells remained mitotically quiescent (Fig. 1A,B,E). However in agreement with reports using other Wnt agonists (Jacques et al., 2012), Wnt activation with CHIR at E13.5 resulted in proliferation of SOX2^+^ prosensory cells, as demonstrated by a statistically significant increase in SOX2^+^BrdU^+^ cells (Fig. 1C-E). Wnt activation at E13.5 also resulted in a statistically significant increase in the number of differentiated HCs (166±9.45) compared with controls (104±4.75), as assessed by the number of MYOVIIA^+^ cells at the 50% position from the base of the cochlea (*n*=3 independent litters, two-tailed Student's *t*-test, *P*<0.01). Live imaging of an E13.5 cochlear explant from a *Sox2^EGFP/+^* reporter mouse further illustrates the effects of Wnt activation on prosensory cells. In contrast to controls (Fig. 1F-J), SOX2^+^ cells expanded into the lateral region following Wnt activation (Fig. 1K-O) over a 5-day culture period.

**Fig. 1.**
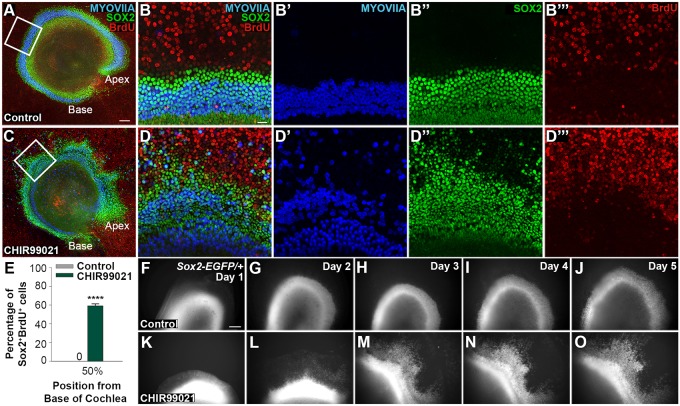
**Wnt activation at E13.5 induces proliferation and expansion of SOX2-positive cells.** (A) Low- and (B-B‴) high-magnification views of E13.5 cochlear explants cultured with control media and BrdU for 5 DIV shows immunostaining for MYOVIIA^+^ HCs (blue), SOX2^+^ prosensory cells (green) and proliferation marker BrdU (red). HCs developed normally and SOX2^+^BrdU^+^ cells were absent in controls. (C) Low- and (D-D‴) high-magnification views of E13.5 explants cultured with CHIR and BrdU for 5 DIV show an increase in SOX2^+^BrdU^+^ cells and the number of differentiated HCs. Boxed regions in A and C are magnified in B-B‴ and D-D‴, respectively. (E) Quantification of SOX2^+^BrdU^+^ cells within a 200×200 μm box positioned over the HC domain at the 50% position from the base revealed a statistically significant increase in SOX2^+^BrdU^+^ cells in E13.5 explants cultured with CHIR compared with controls. *n*=3 independent litters; two-tailed Student's *t*-test, ****P<0.0001. Live-imaging of *Sox2^EGFP/+^* cochlear explants. (F-J) Organotypic E13.5 cochlear explant cultured with control media over 5 days. Sequential images show growth at mid-base at every 24 h, starting at E14.5 (day 1). (K-O) E13.5 explant cultured with CHIR over 5 days shows a lateral expansion of the SOX2^+^ domain. Scale bars: 100 µm in A,C,F-O; 20 µm in B-B‴,D-D‴.

Additionally, we immunostained E13.5 cultured explants for the Notch-ligand jagged 1 (JAG1), another early prosensory and late SC marker. Wnt activation at E13.5 resulted in an expanded JAG1^+^ domain throughout the cochlea, as well as diminished membrane localization of E-cadherin and increased expression of cyclin D1 in SOX2^+^ cells (Fig. S1). Furthermore, when we established cochlear explants at E13.5 and activated Wnt on E15.5 for 4 days, an expanded JAG1^+^ domain was observed at the apex (Fig. S2).

In the neonatal cochlea, Wnt activation promoted the proliferation of SOX2^+^ SCs at P0; however, this proliferative response was no longer observed by P5. By P0, HC and SC differentiation is complete but the cochlea continues to mature until the onset of hearing at P14. In control explants established at P0, BrdU incorporation by SOX2^+^ cells was not observed, indicating that SOX2^+^ cells remained mitotically quiescent (Fig. 2A,C-E,I). However, Wnt activation at P0 with 5 μM CHIR resulted in a statistically significant increase in SOX2^+^BrdU^+^ cells compared with controls in middle and apical segments of the cochlea after 5 DIV (Fig. 2I). Treatment with a higher dose of 10 µM CHIR resulted in a more robust and statistically significant increase in SOX2^+^BrdU^+^ cells throughout the cochlea from base to apex compared with controls and compared with treatment with 5 μM CHIR (Fig. 2B,F-I). At both concentrations, an increasing gradient of SOX2^+^BrdU^+^ cells was observed from base to apex (Fig. 2I).

**Fig. 2.**
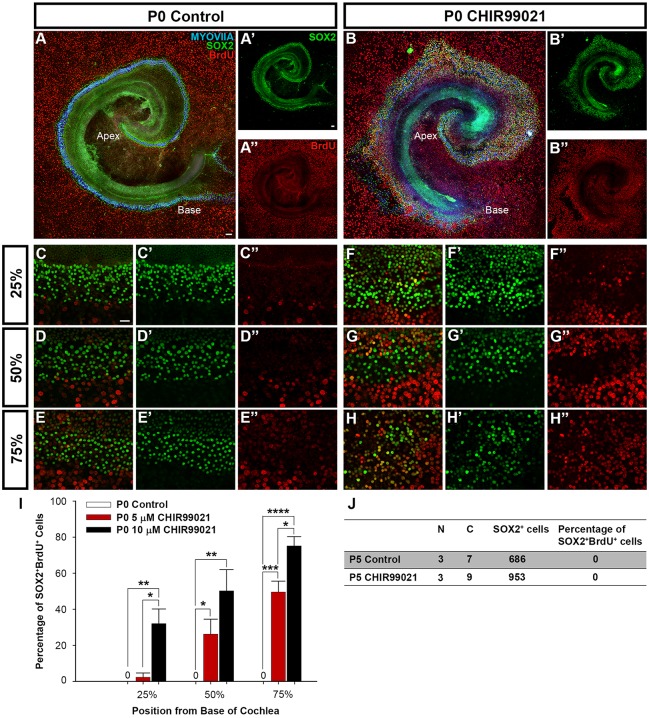
**Wnt activation promotes proliferation of SOX2-positive cells at early neonatal stages.** (A-B″) Low-magnification view of P0 explants cultured with (A-A″) control media or (B-B″) CHIR and BrdU for 5 DIV. Explants were immunostained for MYOVI^+^ HCs (blue), SOX2^+^ SCs (green) and BrdU (red). Treatment with CHIR resulted in a lateral expansion of the sensory epithelium. (C-E″) High-magnification views of (C-C″) base, (D-D″) mid-base and (E-E″) apex of P0 explant cultured with control media and BrdU for 5 DIV. SOX2^+^BrdU^+^ cells were absent in controls. (F-H″) High-magnification view of (F-F″) base, (G-G″) mid-base and (H-H″) apex of P0 explant cultured for 5 days with 10 µM CHIR and BrdU shows an increase in SOX2^+^BrdU^+^ cells. (I) Quantification of SOX2^+^BrdU^+^ cells within 200 µm segments along the length of the cochlea and entire width of the sensory epithelium at positions 25%, 50% and 75% from the base in P0 explants cultured with 5 µM CHIR revealed a statistically significant increase in SOX2^+^BrdU^+^ cells compared with controls. Treatment with 10 µM CHIR resulted in a more robust and statistically significant increase SOX2^+^BrdU^+^ cells compared with controls and treatment with 5 µM CHIR. *n*=4 independent litters; two-tailed Student's *t*-test, *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. (J) Quantification of SOX2^+^BrdU^+^ cells within a 200 µm segment along the length of the cochlea and entire width of the sensory epithelium at the 75% position from the base in P5 explants cultured with control media or 10 µM CHIR for 5 DIV showed a lack of SOX2^+^BrdU^+^ cells under both conditions. *n*=3 independent litters and a total of seven or nine cochleae counted in control or CHIR-treated samples, respectively; two-tailed Student's *t*-test, *P*=1. Scale bars: 100 µm in A-B″; 20 µm in C-H″.

As 10 μM CHIR induced a more robust proliferative response at P0, we used this dose to activate Wnt at P5. However, Wnt activation at P5 with 10 μM CHIR for 5 DIV failed to induce proliferation in SOX2^+^ cells (lack of BrdU incorporation by SOX2^+^ cells; Fig. 2J). Modulating the concentration of CHIR from 1.5 μM to 20 μM also failed to induce proliferation in SOX2^+^ cells at P5 (data not shown).

### Stimulation of Wnt signaling promotes similar levels of β-catenin accumulation in both embryonic and postnatal cochleae

As Wnt activation promoted SC proliferation at P0 but not P5, we hypothesized that this age-dependent decline in proliferation could result from decreased β-catenin accumulation, diminished TCF/Lef complex activation and/or changes in the transcriptional response to Wnt by P5. First, in order to determine whether there is decreased β-catenin accumulation at P5 compared with earlier developmental stages, we quantified β-catenin in embryonic and postnatal cochleae following transient exposure to the Wnt activator. We treated E13.5, P0 and P5 cochleae with DMSO or 10 μM CHIR for 3 h and subjected whole-cochlear lysates to western blotting. Membranes were immunoblotted with active β-catenin, β-catenin and GAPDH (loading control) antibodies. Active β-catenin antibody selectively recognizes the stabilized form of β-catenin, which is dephosphorylated at Ser37 and/or Thr41.

Compared with controls, transient exposure of E13.5 cochlear explants to CHIR resulted in increased accumulation of both active β-catenin and total β-catenin after 3 h (Fig. 3A). This pattern of active β-catenin and total β-catenin accumulation in response to CHIR did not appear to be different at either P0 or P5 (Fig. 3B,C). Furthermore, densitometric analysis of immunoblots revealed a robust and statistically significant increase in both active and total β-catenin accumulation following exposure to the Wnt activator at all three developmental stages (Fig. 3D,E).

**Fig. 3.**
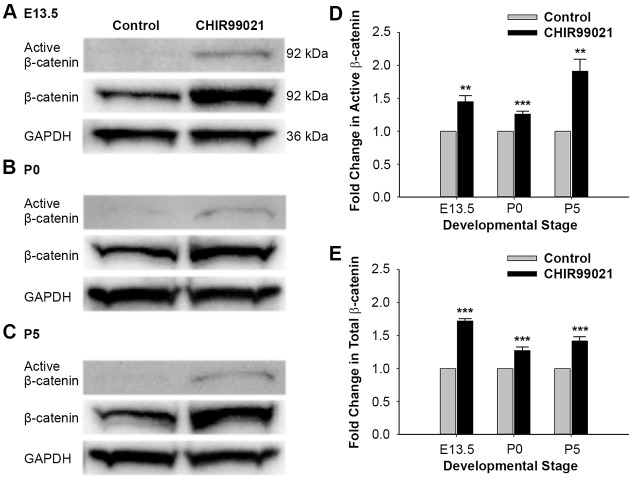
**Wnt activation promotes stabilization and accumulation of active β-catenin and total β-catenin in E13.5, P0 and P5 cochleae.** (A-C) Immunoblots showing accumulation of active β-catenin and total β-catenin in (A) E13.5, (B) P0 and (C) P5 cochleae following exposure to control media or CHIR for 3 h. (D,E) Quantification of (D) active β-catenin and (E) total β-catenin in immunoblots (mean±s.e.m.) revealed a statistically significant increase in both active and total β-catenin accumulation at all three developmental stages following Wnt activation. *n*=3 independent litters at E13.5, P0 and P5; two-tailed Student's *t*-test, **P<0.01, ***P<0.001.

### Stimulation of Wnt signaling enhances TCF/Lef complex activation at both early and late neonatal stages

As exposure to the Wnt activator promoted β-catenin accumulation at all three developmental stages, we aimed to evaluate whether the age-dependent decline in proliferation could be attributed to diminished TCF/Lef complex activation in the P5 cochlea. To detect TCF/Lef complex activation, we cultured P1 and P5 cochlear explants from *TCF/Lef:H2B-GFP* reporter mice (Ferrer-Vaquer et al., 2010) with DMSO or 3 μM CHIR for 13 h and analyzed GFP expression. A 13 h time-point was chosen to prevent potential upregulation of GFP signal as a result of culture conditions instead of CHIR treatment. Subpopulations of SCs, including inner border, inner phalangeal, pillar, Deiters', Hensen's and Claudius cells, were identified based on SOX2 labeling and localization along the mediolateral axis of the sensory epithelium. HCs were identified based on MYOVIIA labeling. Co-labeling with GFP and SOX2 or GFP and MYOVIIA was used to detect TCF/Lef complex activation in SCs or HCs, respectively.

Control samples showed native activation of the Wnt pathway in HCs and a subset of SCs at both P1 and P5 (Fig. 4A). GFP expression at P1 was strongest in the Hensen's and Claudius cells but could also be detected in inner border, inner phalangeal, and both inner and outer HCs. This expression pattern did not appear to differ between P1 and P5. Compared with controls, exposure of both P1 and P5 cochlear explants to CHIR increased the GFP signal further and induced low-level GFP expression in Deiters' cells after 13 h. Analysis of the H2B-GFP reporter using qPCR supported this finding, demonstrating significant increase of H2B-GFP at both P1 and P5 after CHIR treatment, with no significant difference between treated samples at P1 compared with P5 (Fig. 4B). These results indicate that the Wnt pathway is endogenously active and that exogenous Wnt stimulation further enhances TCF/Lef complex activation in a similar manner at both P1 and P5, though this activation is insufficient to induce SC proliferation in the P5 cochlea.

**Fig. 4.**
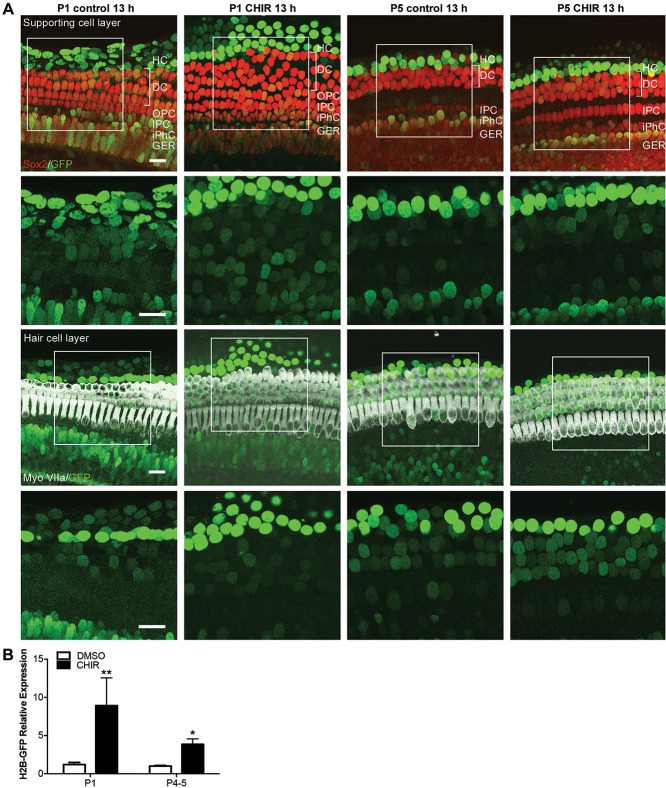
**Activation of the TCF/Lef complex in the sensory epithelium is enhanced following exposure to the Wnt activator at both P0 and P5.** (A) P1 and P5 cochleae from Wnt-reporter mice cultured with control media or CHIR for 13 h *in vitro* show a GFP signal and immunostaining for MYOVIIA^+^ HCs (white) and SOX2^+^ SCs (red)*.* Control samples at P1 and P5 showed native Wnt activation in SCs and HCs, as demonstrated by a positive GFP signal. Exposure to CHIR increased this GFP signal further at both P1 and P5. Boxed region in merged images indicates where the enlarged GFP-only image is taken from. Scale bars: 20 μm. (B) Expression analysis of H2B-GFP using qPCR demonstrates a significant upregulation of H2B-GFP in explants after CHIR treatment at both P1 and P5 (*P*<0.05). Results are presented as average fold change compared with control ±s.e.m. *n*=3 independent litters at P0 and P5; two-tailed Student's *t*-test, *P<0.05, **P<0.01.

### Newly proliferated SCs in the neonatal cochlea are competent to transdifferentiate to HCs up to at least P8

Recent studies have demonstrated that Notch signaling inhibition with the γ-secretase inhibitor DAPT promotes the transdifferentiation of SCs to HCs in the neonatal cochlea but only up to P3 (Maass et al., 2015; Yamamoto et al., 2006). Here, we show that newly proliferated SCs in the neonatal cochlea can transdifferentiate to HCs in response to Notch inhibition up to at least P8, thus extending the window for HC induction.

We first cultured P0 cochlear explants with CHIR and BrdU for 5 DIV, prior to treatment with DAPT for 3 DIV. Control explants were cultured with DMSO and BrdU before exposure to DAPT. Explants were fixed and immunolabeled for BrdU, SOX2 and MYOVI. Co-labeling with MYOVI and BrdU was used to quantify newly generated HCs.

Wnt activation at P0, followed by Notch inhibition at a stage equivalent to P5 resulted in proliferation of SOX2^+^ cells and subsequent transdifferentiation of a subset of these into HCs, generating a statistically significant number of MYOVI^+^BrdU^+^ cells (Fig. 5B-D). We found that we could further extend this window for HC induction up to P8, as P0 cochlear explants cultured with CHIR and BrdU for 8 DIV, prior to treatment with DAPT for three additional days also generated a statistically significant number of MYOVI^+^BrdU^+^ cells (Fig. 5E). An increasing gradient of MYOVI^+^BrdU^+^ cells was observed from base to apex (Fig. 5D,E). SOX2^+^BrdU^+^ cells were also observed in CHIR- and DAPT-treated explants, indicating that not all Wnt-induced SOX2^+^ cells transdifferentiated to HCs (Fig. 5B,C). In contrast, MYOVI^+^BrdU^+^ cells or SOX2^+^BrdU^+^ cells were not observed in control explants cultured with DMSO prior to treatment with DAPT, indicating that SOX2^+^ cells failed to proliferate and subsequently transdifferentiate to HCs (Fig. 5A,D,E). Our results suggest that augmenting Wnt activation in the neonatal stages not only replenishes the SC population but also extends the window for HC induction up to at least P8, thus generating new HCs in the maturing cochlea.

**Fig. 5.**
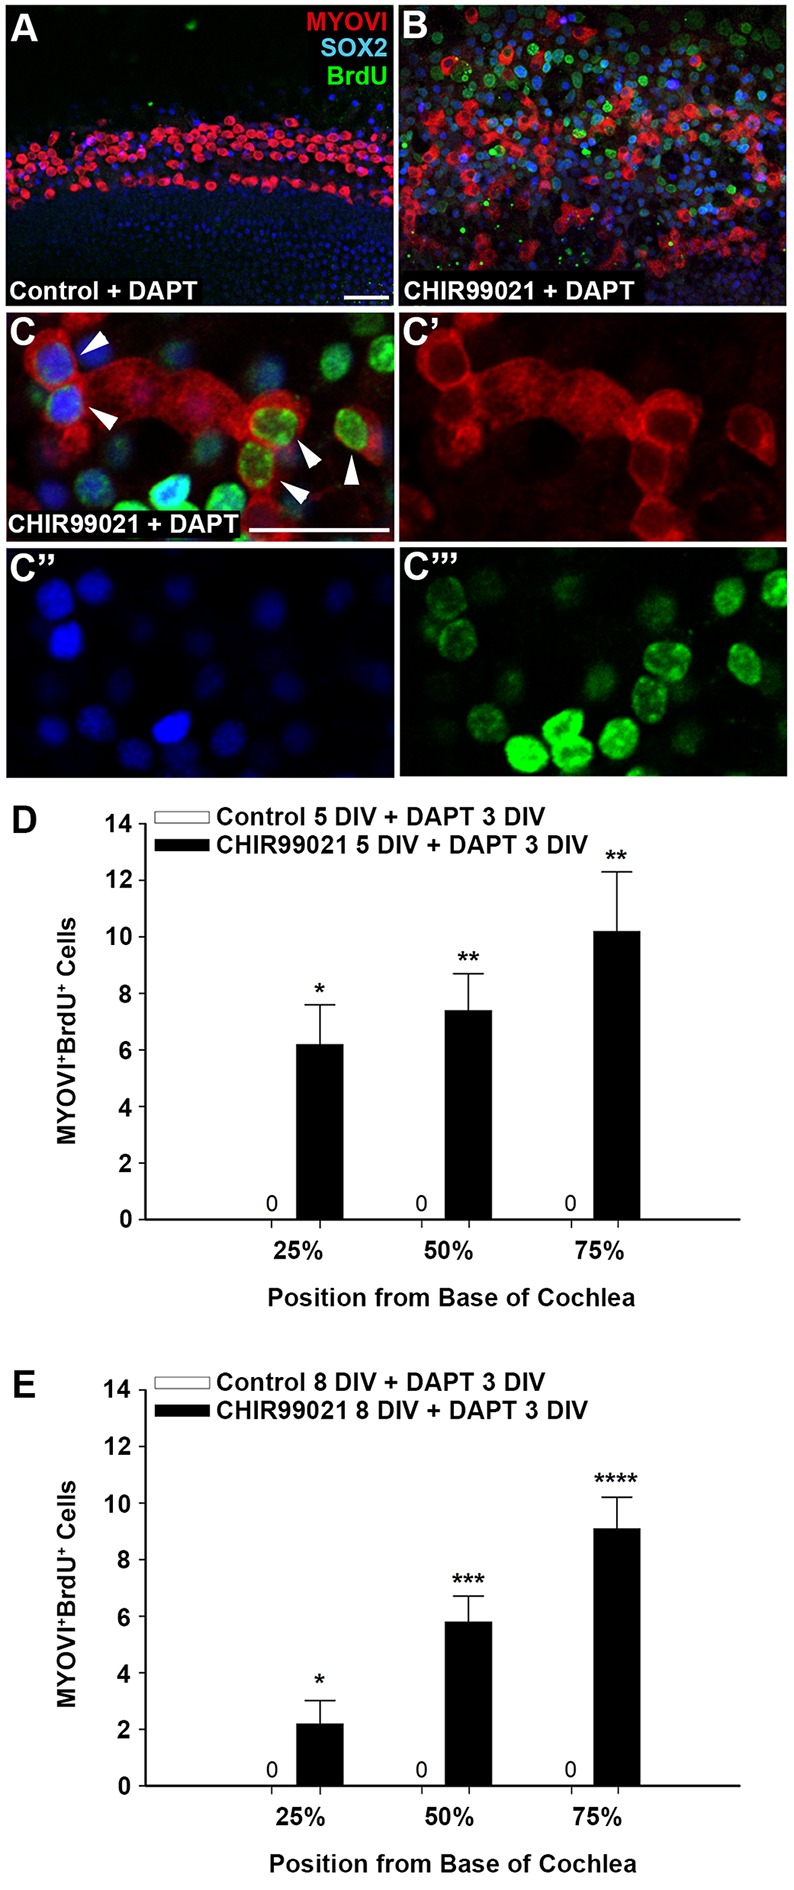
**Wnt-induced SOX2-positive cells are competent to transdifferentiate to HCs in response to Notch inhibition up to at least P8.** (A,B) Low-magnification views (at 50% from base) of P0 explants cultured with (A) control media or (B) CHIR and BrdU for 5 days, followed by the Notch inhibitor DAPT for 3 days show immunostaining for MYOVI^+^ HCs (red), SOX2^+^ cells (blue) and BrdU (green). (C-C‴) High-magnification view of P0 explant cultured with CHIR and BrdU for 5 days, followed by DAPT for 3 days. MYOVI^+^BrdU^+^ cells were absent in controls. Wnt activation at P0 and subsequent Notch inhibition on P5 generated new MYOVI^+^BrdU^+^ HCs (arrowheads). (D,E) Wnt activation with CHIR for (D) 5 DIV and (E) 8 DIV, followed by Notch inhibition with DAPT for 3 DIV resulted in a statistically significant increase in newly generated MYOVI^+^BrdU^+^ HCs compared with controls, which lacked MYOVI^+^BrdU^+^ cells. Quantification of MYOVI^+^BrdU^+^ cells was conducted within 200 µm segments along the length of the cochlea and the entire width of the sensory epithelium at positions 25%, 50% and 75% from the base. *n*=4 independent litters; two-tailed Student's *t*-test, *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. Scale bars: 20 µm in A-C‴.

### Augmenting Wnt activation through the neonatal stages alters expression of specific Wnt and Notch pathway genes

We hypothesized that Wnt activation at P0 confers competency for SOX2^+^ cell proliferation and subsequent transdifferentiation to HCs by altering the expression of specific Wnt and Notch pathway genes. To evaluate this, we cultured P0 cochlear explants with DMSO or CHIR and extracted total RNA from whole-cochlear lysates after 5 DIV. We assessed the relative expression of Wnt and Notch pathway genes between control and experimental samples using Qiagen RT^2^-profiler PCR Arrays.

Compared with controls, exposure to CHIR resulted in statistically significant changes in the expression of 18 Wnt pathway genes in the P0 cochlea after 5 DIV (Table 1). Interestingly, the transcription factor gene *Tcf1*, which is thought to promote self-renewal, was upregulated and *Tcf3,* which has an inhibitory effect on proliferation, was downregulated (Abbas and Dutta, 2009). Expression of the biomarker of canonical Wnt signaling gene *Axin2* as well as the Wnt-modulator and SC marker gene *Kremen1* (Mulvaney et al., 2016) was upregulated.

**Table 1.**
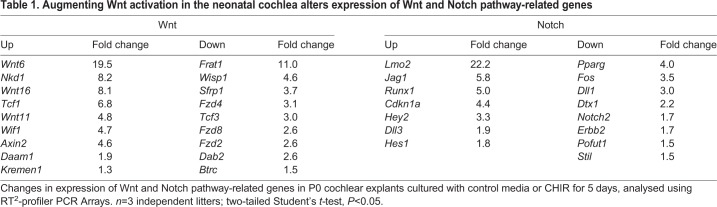
**Augmenting Wnt activation in the neonatal cochlea alters expression of Wnt and Notch pathway-related genes**

Exposure to CHIR also resulted in statistically significant changes in the expression of 15 Notch-pathway genes (Table 1). The SC markers *Jag1*, *Hes1* and *Hey2* were upregulated, and *Notch2* was significantly downregulated. Furthermore, with respect to cell-cycle genes, the cyclin-dependent kinase inhibitor *Cdkn1a* (Xiong et al., 1993) was upregulated and the cell-cycle regulator *Stil* (Izraeli et al., 1997) was downregulated.

We used real-time quantitative PCR (RT-qPCR) to validate changes in expression of Notch ligands *Jag1* and *Jag2* and Notch receptors *Notch1*, *Notch2*, *Notch3* and *Notch4* that were observed with RT^2^-profiler PCR Arrays. Expression of *Jag1* was upregulated following Wnt activation (Fig. 6A). In agreement with this finding, immunolabeling of P0 explants demonstrated a laterally expanded JAG1^+^ domain when cultured with CHIR for 5 days (Fig. 6B,C). Expression of *Jag2*, which is found in nascent HCs of the developing cochlea, and that of the Notch receptors *Notch1*, *Notch2*, *Notch3* and *Notch4* was downregulated in response to Wnt activation (Fig. 6A). In the initial RT^2^-profiler PCR Arrays, *Jag2* expression was unchanged and, although *Notch1*, *Notch2*, *Notch3* and *Notch4* were downregulated following Wnt activation, only the decrease in *Notch2* expression was statistically significant. In addition, we used RT-qPCR to validate changes in expression of the Wnt pathway genes *Wnt11* and *Fzd4* that were observed with RT^2^-profiler PCR Arrays. In agreement with results from RT^2^-profiler PCR Arrays, RT-qPCR showed an increase in expression of *Wnt11* and a decrease in expression of *Fzd4* following Wnt activation (Fig. 6A).

**Fig. 6.**
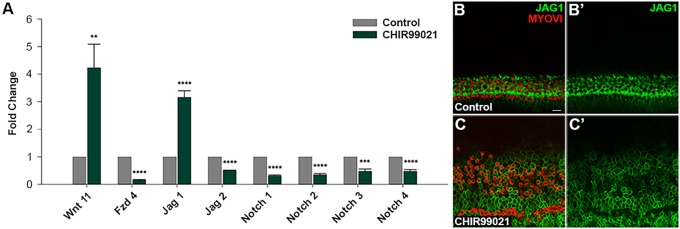
**Validation of relative mRNA expression of select Wnt and Notch pathway genes using RT-qPCR.** (A) RT-qPCR analysis of relative mRNA expression of select Wnt and Notch pathway genes in P0 explants cultured with control media or CHIR for 5 days. *n*=3 independent litters; two-tailed Student's *t*-test, **P<0.01, ***P<0.001, ****P<0.0001. (B-C′) High-magnification view of P0 explant cultured with (B,B′) control media or (C-C′) Wnt activator for 5 days shows immunostaining for MYOVI^+^ HCs (red), JAG1^+^ SCs (green). Wnt activation at P0 resulted in a lateral expansion of the JAG1^+^ domain. Scale bar: 20 µm.

These results demonstrate that maintaining high levels of Wnt activation in the neonatal stages alters the expression of specific ligands, receptors, modulators and downstream target genes of Wnt and Notch signaling pathways. This may play a role in SC proliferation and confer competency for HC induction in response to Notch inhibition.

### The gene expression profile of the sensory epithelium following β-catenin stabilization *in vivo* differs between P1 and P4

Our *in vitro* experiments demonstrated that Wnt activation using CHIR promotes SC proliferation at P0, but fails to produce the same effect at P5. As β-catenin accumulation and Wnt reporter activity appear to have a similar pattern at both P0 and P5, we sought to compare the broad transcriptional response to Wnt activation between early and late neonatal time-points using RNA sequencing. To exclude off-target effects of the GSK3β inhibitor, we chose to activate Wnt using our genetic mouse model *Sox2-CreER; β-catenin^flox(Exon3)/+^*. Exon 3 of *Ctnnb1* contains the GSK3β phosphorylation site, which marks β-catenin for degradation. When Cre is activated with tamoxifen, exon 3 is excised and β-catenin is stabilized specifically in SOX2^+^ cells. We have previously shown that Wnt activation using genetic β-catenin stabilization promotes the proliferation of SOX2^+^ cells at P1 but not in the adult cochlea (Shi et al., 2013).

Altogether, 12 samples were treated with tamoxifen and subjected to RNA-sequencing, including six *Sox2-CreER; β-catenin^flox(Exon3)/+^* pups at P1 or P4 (‘P1 or P4 treated’) and six Cre negative controls (‘P1 or P4 untreated/control’). 

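The data analysed here were the authors' table of normalized counts, which covers 11 of the 12 libraries. These were 3 P1 treated, 3 P1 untreated, 2 P4 treated (replicates 1 and 3) and 3 P4 untreated libraries, and the other P4 treated library was not analysed here. Each library held the RNA of both cochleae of 1 pup, dissected 72 h after the mother received tamoxifen on day 1 or day 4, so that the tissue was of postnatal day 4 or day 7. Cell Recovery Solution had been used to free the sensory epithelium from mesenchyme and neurons.

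Exon 3 of *Ctnnb1*, which the floxed allele loses, lies on chromosome 9 of mm10 from 120950522 to 120950749. Its 228 bp are all coding and stand for 76 residues. Counts per gene do not separate exons, so the excision itself could not be read from them. The total of *Ctnnb1* was 24600 ± 471 normalized counts (SD, n = 3) in P1 treated and 22180 ± 2820 (SD, n = 3) in P1 untreated libraries, a log2 fold change of 0.16 (standard error 0.0974, adjusted p = 0.59 from limma). At P4 it was 30060 ± 1570 (SD, n = 2) and 27490 ± 2560 (SD, n = 3), a log2 fold change of 0.13 (standard error 0.109, adjusted p = 0.668).

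The authors aligned single-end reads to mm10 with STAR and quantified transcripts with Sailfish. The values of the table are whole numbers, spaced as counts per gene divided by a size factor for each library and rounded. Their sums were 42.4 to 44.2 M in P1 treated, 41.7 to 42.2 M in P1 untreated, 42.9 and 43.3 M in P4 treated and 41.2 to 42.6 M in P4 untreated libraries. The spacing of the values allowed the size factors to be estimated, which gave 39.5 to 47.7 M reads before normalization. The spacing could not be told from 1 in P1 treated replicate 1 and P1 untreated replicate 3. All values here use the normalized counts.

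Since the values are not raw counts, they were compared as log2(normalized count + 1) with limma, with 4 groups that shared an estimate of the spread. The test covered 18400 genes with a mean normalized count of at least 10 over all libraries. A gene was called at the paper's thresholds, an adjusted p under 0.05 and a fold change over 1.25 in either direction. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, and p-values were adjusted over the 31 lists. The lists, the comparisons and the rule for the genes named were fixed before the data were examined. None of the 4 comparisons of groups had a list that stayed under 0.05 with an estimated correlation.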

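Age was the largest source of variation among the 11 libraries. The first principal component of log2(normalized count + 1) over 18400 genes held 34.3% of the variance, and age accounted for 95.2% of its spread. P1 libraries lay between -61.76 and -15.91 on it and P4 libraries between 48.67 and 57.9. The second component held 14.5% of the variance, and treatment accounted for 72.8% of its spread. P1 treated replicate 1 lay at 0.77 on the second component, apart from the other P1 treated libraries at -40.29 and -66.58. The fourth component held 8.09% of the variance, and the level of the X-inactive specific transcript *Xist*, which is made in female cells, accounted for 65.3% of its spread. The first component's share was 25.1% when all genes above 0 were used, and the second component's share was 12.2% over the genes with the largest variance alone.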

Principal component analysis (PCA) outlined age as being responsible for 42% of the variation between samples, whereas treatment accounted for 17% of the variation. Pearson correlation heat-map of normalized counts was used to visualize the variability between samples. 

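Pearson's r across genes, on log2(normalized count + 1), had a median of 0.9687 over the 10 pairs of libraries of the same group (0.9581 to 0.9734). It was 0.9632 over the 15 pairs of the same age and other treatment (0.9483 to 0.9702), 0.9435 over the 15 pairs of other age and same treatment, and 0.9416 over the 15 pairs that differed in both. Genes are not independent replicates, so these coefficients carry no test. The closest library was of the same age for 11 of 11 libraries and of the same group for 9 of 11. The exceptions were P1 treated replicates 1 and 2, whose closest library was P1 untreated replicate 1. On normalized counts without the log transformation, the medians were 0.9872 within groups, 0.9826 between treatments of the same age, and 0.9078 and 0.9277 between ages with the same and with other treatment.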

Samples were segregated by age and by treatment, presumably owing to differences in Cre activation between samples (Fig. 7A). Additional data analysis revealed insufficient Cre activation in one sample, apparent by the absence of exon 3 excision in *Ctnnb1* transcripts (Fig. S3). We therefore chose to exclude this sample from further analysis.

**Fig. 7.**
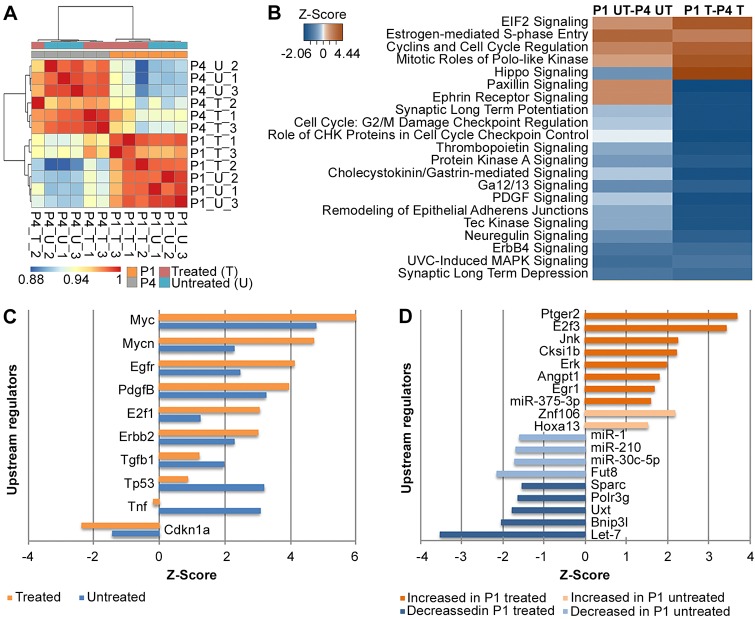
**Differential expression analysis of RNA-sequencing results from P1 and P4 *in vivo* samples after β-catenin stabilization.** (A) Pearson correlation heat-map demonstrates age as the main variability-causing factor following treatment. (B) IPA analysis of enriched signaling pathways. Z-score heat-map of significantly enriched signaling pathways comparing untreated samples at P1 and P4, and treated samples at P1 and P4. Orange represents pathway activation and blue represents pathway inhibition, *P*<0.005. (C) IPA analysis of most significantly enriched upstream regulators in treated (orange) compared with untreated (blue) samples. Z-scores are plotted. Positive and negative values indicate overall activation or inhibition of downstream targets, respectively, *P*<0.00001. (D) Mutually exclusive upstream regulators between treated and untreated comparisons as described for C, *P*<0.005. P1 samples were treated at P1 and harvested at P4; P4 samples were treated at P4 and harvested at P7.

As the samples after β-catenin stabilization and the controls were genetically different, we first compared differentially expressed genes between P1 and P4 with and without β-catenin stabilization. 

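The untreated cochlea changed broadly between the earlier and the later age. Among the genes with large changes, *Cxcl1*, which encodes a chemokine (log2 fold change 5.00), and *Aspn*, which encodes a matrix proteoglycan (4.70), were higher at P1. Higher at P4 was the nicotinic receptor subunit gene *Chrna3* (-6.82), at 5.667 ± 6.35 normalized counts at P1 and 685.3 ± 518 at P4 (SD, n = 3 each). The outer hair cell genes *Ocm*, which encodes a calcium-binding protein, and *Slc26a5*, which encodes the motor protein prestin, had log2 fold changes of -3.46 (1055 ± 161 against 11590 ± 1090 normalized counts, SD, n = 3 each, adjusted p = 0.00137 from limma) and -3.15 (adjusted p = 0.00158). Of 35 hair cell markers, 3 were higher at P1, 12 were lower and 20 did not pass the test (3 and 13 when adjusted over the list alone). The list as a whole was lower at P1 (adjusted p = 5.56e-04 from camera, adjusted p = 0.803 with an estimated correlation).

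Between untreated libraries, 3659 of 18400 genes were called, 1933 higher at P1 and 1726 higher at P4, with a median fold change of 1.73. Between treated libraries 2034 were called, 1036 higher at P1 and 998 higher at P4, with a median fold change of 1.725. The genes with the largest changes between treated libraries included the Y-linked genes *Ddx3y*, *Eif2s3y* and *Kdm5d*. The libraries of all 3 P1 treated pups had 13 to 26 normalized counts of *Xist* and those of both P4 treated pups 3268 and 4180. Sex and age can therefore not be separated for single genes in the treated libraries. Among the untreated libraries, 2 of 3 at P1 and 0 of 3 at P4 were high in *Xist*. On the first principal component, the P4 treated libraries lay at 56.57 and 57.9. The P4 untreated ones, low in *Xist*, lay beside them at 48.67 to 55.27. Age accounted for 95.2% and *Xist* for 1.7% of the spread of this component. These values argue against sex as the source of the broad difference along it. With log2 *Xist* as a covariate, 28 genes were called between treated and 1807 between untreated libraries. Of the called values of named genes, 3 of 197 changed direction with this covariate between treated and 0 of 242 between untreated libraries. With the replicate block, which pairs libraries by number, 3290 were called between untreated and 1326 between treated libraries. The count between treated libraries was 534 without P4 treated replicate 1 and 356 without P4 treated replicate 3.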

2914 genes were significantly differentially expressed in untreated samples at P1 compared with P4 and 3022 genes were significantly differentially expressed between P1- and P4-treated samples. Ingenuity pathway analysis (IPA; Qiagen) (Kramer et al., 2014) was subsequently performed to elucidate altered pathways in these datasets. Pathways related to cell proliferation, cell cycle, and cellular growth and development were enriched at P1 compared with P4, both with and without β-catenin stabilization. Nevertheless, β-catenin stabilization resulted in more robust and significant changes in the expression of these genes (Fig. 7B).

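Lists of cell division genes were compared between P1 and P4 untreated libraries. Of 45 S phase genes, 11 were higher at P1, 0 were lower and 34 did not pass limma's test (11 higher when adjusted over the list alone), and the median log2 fold change of the list was 0.44. Among them were *Tipin*, which acts at replication forks (0.76, standard error 0.0873, adjusted p = 4.02e-04), the replication helicase subunit gene *Mcm4* (0.62, standard error 0.13, adjusted p = 0.00842) and *Gins2* (0.99). Of 54 genes of the G2 and M phases, 10 were higher, 3 were lower and 41 did not pass (12 and 3 when adjusted over the list alone), with a median of 0.60. The cyclin gene *Ccnb1* stood at 191 ± 71.5 against 36.67 ± 9.07 normalized counts (SD, n = 3 each, log2 fold change 2.30, adjusted p = 0.0129), and this call was lost without P4 untreated replicate 3 (2.10). The cell cycle inhibitor genes *Cdkn1a* (-1.83) and *Cdkn1b* (-0.64) were lower at P1, among 4 lower and 3 higher of 14 inhibitors.

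Of 24 *Myc* target genes, 10 were higher and 1 was lower at P1 (10 and 2 when adjusted over the list alone), with the nucleolar genes *Npm1* at 0.72 and *Ncl* at 0.52. Of 85 cytosolic ribosomal protein genes, 47 were higher and 0 lower (57 higher when adjusted over the list alone), with a median of 0.41. Camera gave adjusted p-values of 0.0038 for S phase, 0.00103 for G2 and M phase, 5.56e-04 for *Myc* target and 6.75e-15 for ribosomal protein genes. None held with an estimated correlation (adjusted p = 0.803, 0.803, 0.634 and 0.634). Other lists were read in the same comparison. Immediate early genes had a median of 1.46 and NF-kB and cytokine response genes of 0.87. Supporting cell markers (-0.43) and hair cell markers (-0.36) went the other way. Mesenchyme markers had a median of 0.87 and did not pass as a list (adjusted p = 0.0954 from camera). Of 19 members, 5 were higher and 2 lower (7 and 2 when adjusted over the list alone). Their mean log2 levels were 11.13 to 11.43 at P1 and 10.48 to 10.75 at P4. Mitochondrially encoded genes had a median of 0.22 (adjusted p = 0.0112, 0.803 with an estimated correlation), a call that was lost without P4 untreated replicate 3 (0.0829).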

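The same lists were compared between P1 and P4 treated libraries. Of 45 S phase genes, 11 were higher, 1 was lower and 33 did not pass (17 and 1 when adjusted over the list alone), and of 54 G2 and M phase genes 17 were higher, 0 were lower and 37 did not pass (23 and 1). Their medians were 0.53 and 0.88 on the log2 scale. *Tipin* had a log2 fold change of 0.67 and *Ccnb1* of 3.48 (453.3 ± 306 normalized counts, SD, n = 3, against 33.5 ± 10.6, SD, n = 2, adjusted p = 0.007 from limma), and *Ccnb1* lost its call without P4 treated replicate 3 (3.16). Of 25 Wnt target genes, 8 were higher, 0 were lower and 17 did not pass (9 and 1 when adjusted over the list alone). Camera's adjusted p was 3.09e-06 for S phase, 1.16e-08 for G2 and M phase and 0.00219 for Wnt target genes, and 0.471, 0.491 and 0.471 with an estimated correlation. Mesenchyme markers had a median of 0.76 (adjusted p = 0.0213 from camera, 0.551 with an estimated correlation). Immune cell markers had a median of -0.69 (adjusted p = 0.01, 0.703 with an estimated correlation). Stria vascularis markers had a median of 1.05 and did not pass (adjusted p = 0.197). Their mean log2 level was 8.909 in P1 treated replicate 2 and 5.993 and 5.432 in P1 treated replicates 1 and 3. In P4 treated libraries it was 5.864 and 5.356. Immediate early genes had a median of 1.85 (adjusted p = 3.62e-12, 0.471 with an estimated correlation). The mesenchyme call was lost without P1 treated replicate 1 (adjusted p = 0.333) or P4 treated replicate 3 (0.214), and the immune call without P1 treated replicate 2 (0.114) or P4 treated replicate 1 (0.254).

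Whether treatment moved these genes more at P1 than at P4 was tested as the interaction of treatment and age. The G2 and M phase genes had a median interaction of 0.28 (adjusted p = 0.00619 from camera, adjusted p = 0.858 with an estimated correlation), the S phase genes 0.16 (adjusted p = 0.0863) and the Wnt target genes 0.18 (adjusted p = 0.0602). The call for the G2 and M phase genes was lost without P1 treated replicate 3 (adjusted p = 0.788) or P4 treated replicate 3 (adjusted p = 0.0939). Male and female pups fell into different groups here, with 0 of 3 P1 treated and both P4 treated libraries high in *Xist*.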

We next analyzed potentially enriched upstream regulators, whereby IPA clusters differentially expressed genes that are targets of a common regulator and observed further contribution of treatment to differential expression of proliferation-associated genes between P1 and P4. Higher activation and inhibition was observed for the 10 most significantly enriched regulators after treatment (Fig. 7C). Additionally, we present regulators that were enriched exclusively after treatment compared with the untreated samples (Fig. 7D). This suggests that the native expression differences, as well as the upregulation of cell-cycle and proliferation factors by stabilized β-catenin, underlie at least part of the regenerative capacity at P1 compared with P4.

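Of 45 S phase genes, 0 were called by limma between P1 treated and P1 untreated libraries, 7 were higher and 0 lower at an unadjusted p under 0.05, and the median log2 fold change was 0.23 (1 higher when adjusted over the list alone). *Brip1*, a DNA repair helicase gene, stood at 1320 ± 120 against 683 ± 12.3 normalized counts (SD, n = 3 each, log2 fold change 0.95, standard error 0.195, adjusted p = 0.0938). Of 54 G2 and M phase genes, 0 were called, 6 were higher and 1 was lower at an unadjusted p under 0.05, and the median was 0.41 (0 when adjusted over the list alone). *Cdc20*, an activator of the anaphase-promoting complex, stood at 578.7 ± 278 against 277.3 ± 65.3 (SD, n = 3 each, log2 fold change 0.98, standard error 0.322, adjusted p = 0.25).

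As lists, both were higher in treated libraries (adjusted p = 5.63e-05 for S phase and 4.15e-05 for G2 and M phase genes from camera), and neither held with an estimated correlation (adjusted p = 0.488 and 0.544). The mean level of the G2 and M phase genes was 8.519, 7.679 and 9.172 in the 3 P1 treated libraries and 8.211, 7.797 and 8.053 in the untreated ones (log2). Without P1 treated replicate 3, the adjusted p was 0.283 for the G2 and M phase and 0.0773 for the S phase genes. In the same comparison immune cell and mesenchyme markers had medians of -1.07 and -0.702. P1 treated replicate 3 had the lowest mesenchyme level of the P1 libraries (9.884, log2). The sex of the pups also differed between the groups. Whether cell shares or sex account for the rise of these lists was not tested. At P4 the adjusted p was 0.26 for S phase and 0.863 for G2 and M phase genes, with medians of 0.08 and -0.00, the latter of which changed sign with another scaling of the libraries.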

### Stabilization of β-catenin alters expression of Wnt and Notch pathway genes at both P1 and P4

We evaluated the impact of β-catenin stabilization at each of the two time-points separately, while comparing the outcome between the two time-points thereby excluding genetic variability. After treatment at P1, 530 genes were significantly differentially expressed, with 240 increased and 290 decreased (median fold change=1.93). 

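At P1, some genes were much higher in treated than in untreated libraries. The highest fold changes included *Mylk2*, which encodes a myosin light chain kinase of skeletal muscle (log2 fold change 4.94), *Cygb*, which encodes the oxygen-binding protein cytoglobin (3.09), *Clec14a*, an endothelial lectin gene (2.14), and *Il33*, which encodes the cytokine interleukin 33. *Il33* rose from 1128 ± 292 to 7199 ± 1230 normalized counts (SD, n = 3 each, log2 fold change 2.69, standard error 0.258, adjusted p = 0.00273 from limma). *Trh*, the gene of the thyrotropin-releasing hormone precursor, fell from 1453 ± 299 to 30.67 ± 35.4 (log2 fold change -6.21, standard error 0.772, adjusted p = 0.0131), a call that was lost without P1 untreated replicate 1 (-6.24) or replicate 3 (-6.33). Of 23 supporting cell markers, 4 were higher, 1 was lower and 18 did not pass (6 and 2 when adjusted over the list alone, adjusted p = 0.00118 from camera, adjusted p = 0.419 with an estimated correlation). Of 35 hair cell markers, limma called 0 (1 at an unadjusted p under 0.05).

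Altogether 65 of 18400 genes were called, 48 higher and 17 lower in treated libraries, with a median fold change of 2.23. At an unadjusted p under 0.05 there were 2241 genes (920 expected by chance). The treated and untreated libraries did not overlap for 2810 genes, 15.3% of those tested, where chance gives 10%.

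Lists of immune cell, interferon response, cytokine and mesenchyme genes were lower in P1 treated libraries by camera at its preset correlation and not with an estimated one, and limma called no immune, interferon or cytokine gene. Of 15 immune cell markers, 11 were lower and 0 higher at an unadjusted p under 0.05 (9 lower when adjusted over the list alone), and the median log2 fold change was -1.07. The macrophage receptor gene *Csf1r* stood at 593.3 ± 307 against 1319 ± 163 (log2 fold change -1.26, standard error 0.366, adjusted p = 0.199). Of 38 interferon response genes 10 were lower and 0 higher at that p (0 when adjusted over the list alone), with a median of -0.39. Of 24 NF-kB and cytokine response genes 9 were lower and 0 higher (6 lower when adjusted over the list alone), with a median of -0.63. Of 19 mesenchyme markers 1, the matrix gene *Lum*, was called higher (0.75), 2 were higher and 6 lower when adjusted over the list alone, and the median was -0.70. Camera's adjusted p was 7.2e-09 for immune, 3.74e-06 for interferon, 4.15e-05 for NF-kB and 0.0117 for mesenchyme genes, and 0.419, 0.419, 0.419 and 0.524 with an estimated correlation. The mesenchyme call was lost without P1 treated replicate 3 (adjusted p = 0.137) or P1 untreated replicate 3 (adjusted p = 0.0623), and that of *Lum* without any of 8 of the 11 libraries.

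P1 treated replicate 1 stood apart from the other treated libraries on these lists. Its mean log2 level of immune cell markers was 7.955 against 6.693 and 6.923, and of mesenchyme markers 11.28 against 10.5 and 9.884. Without it, 371 genes were called, 96 higher and 275 lower, with the 65 among them. Without P1 treated replicates 2 and 3 the counts were 43 and 13, without P1 untreated replicates 1, 2 and 3 they were 19, 43 and 11, without either P4 treated library 25, and without P4 untreated replicates 1 and 3 they were 36 and 38. Sex differed between the groups, with 0 of 3 treated and 2 of 3 untreated libraries high in *Xist*. The count was 7 with log2 *Xist* as a covariate, 32 with the replicate block, 12 with eBayes without trend, 10 with only these 6 libraries in the fit and 135 at an adjusted p under 0.1.

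**Figure D1:**
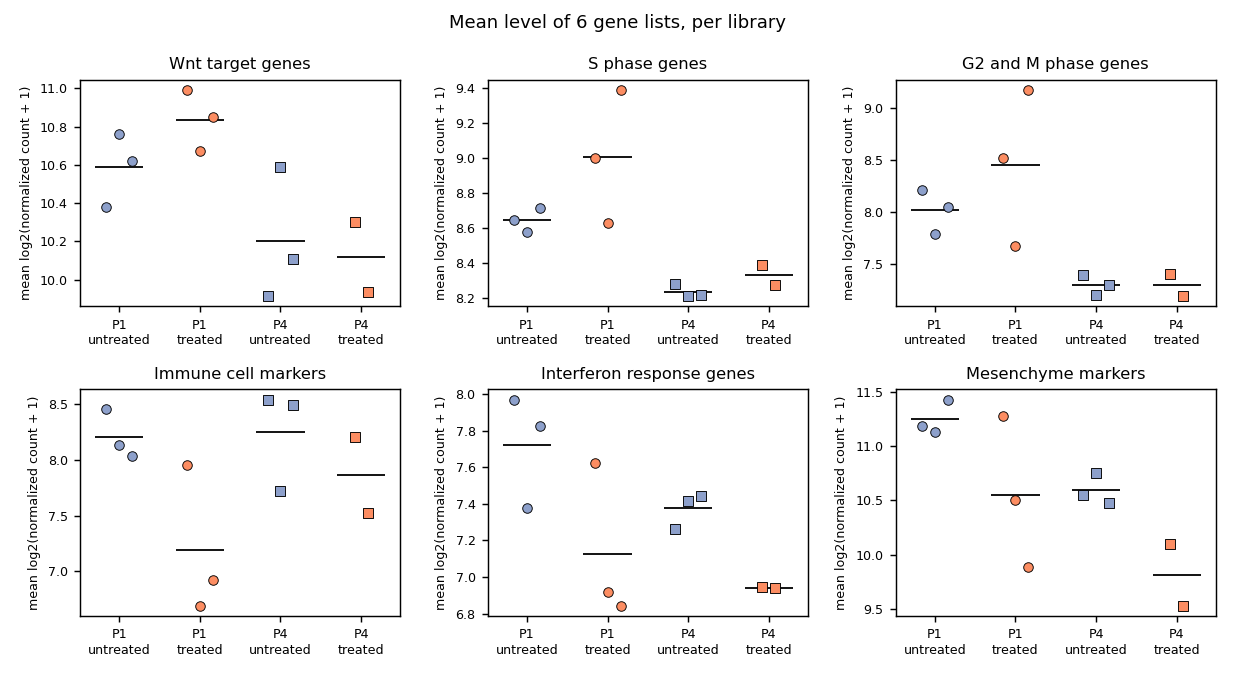
Mean log2(normalized count + 1) of the tested members of 6 gene lists in each library, for P1 untreated, P1 treated, P4 untreated and P4 treated samples. Each point is 1 library (circles P1, squares P4; orange treated, blue untreated), the line is the mean of the group, and the axes do not start at 0. The immune cell markers of P1 treated replicates 2 and 3 lie at 6.693 and 6.923, below the 3 untreated libraries at 8.031 to 8.459.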

After treatment at P4, 304 genes were significantly differentially expressed, with 166 increased and 138 decreased (median fold change=1.73). 

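At P4, 10 genes passed limma's test after stabilization of β-catenin. Among the genes higher in treated libraries were *Cnga2*, a cyclic nucleotide-gated channel gene (log2 fold change 5.13), *Esr1*, which encodes estrogen receptor α (3.84), *Il33* (3.46), *Zfand1* (1.33) and *Daam1*, a formin gene of Wnt signaling to the cytoskeleton (0.85). Lower were *Trh* (-7.09, with 1 ± 1.41 normalized counts in treated libraries, so that its fold change depends on the pseudocount), the heme-binding protein gene *Hebp1* (-2.65), the protocadherin gene *Pcdh19* (-1.34) and the transcription factor gene *Klf5* (-0.78). *Hebp1* stood at 79.5 ± 3.54 normalized counts (SD, n = 2) in treated and 502.7 ± 20.8 (SD, n = 3) in untreated libraries (standard error 0.192 on the log2 scale, adjusted p = 4.91e-04 from limma). *Il33* stood at 3940 ± 810 and 365.3 ± 110 (standard error 0.289, adjusted p = 0.00129). Cytosolic ribosomal protein genes were lower as a list, with a median log2 fold change of -0.20. Camera's adjusted p was 5.07e-10, and 0.818 with an estimated correlation. Of these 85 genes, 0 were called, and 17 were lower and 0 higher at an unadjusted p under 0.05 (0 when adjusted over the list alone). The mean log2 level of the list was 11.69 in P4 untreated replicate 2. It was 11.44 and 11.41 in the other untreated and 11.33 and 11.3 in the treated libraries.

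The 10 genes called, 6 higher and 4 lower, had a median fold change of 4.64, and 2141 genes had an unadjusted p under 0.05 (920 expected by chance). Treated and untreated libraries did not overlap for 6161 genes, 33.5% of those tested, where chance gives 20%. Mesenchyme markers had a median of -0.80 (adjusted p = 0.00265 from camera, adjusted p = 0.818 with an estimated correlation), a call that was lost without P4 treated replicate 3 (adjusted p = 0.101). Markers of other cell types also had negative medians and did not pass as lists. The medians were -0.56 for neurons and glia (adjusted p = 0.211 from camera), -0.77 for stria vascularis and melanocytes (adjusted p = 0.5) and -0.38 for immune cells (adjusted p = 0.075). P4 untreated replicate 3 had the highest mean log2 level of neuron and glia markers, 9.614. The other untreated libraries had 8.73 and 8.35 and the treated ones 8.37 and 8.356. For stria vascularis and melanocyte markers, P4 untreated replicate 1 had 6.939. The other untreated libraries had 5.808 and 5.792 and the treated ones 5.864 and 5.356. Interferon response genes had a median of -0.26 (adjusted p = 0.0124, 0.818 with an estimated correlation), lost without P4 treated replicate 1 (adjusted p = 0.0628).

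Both treated pups were high and all 3 untreated pups low in *Xist*, so that sex follows treatment at P4. *Cnga2* and *Pcdh19* lie on chromosome X, and 6 genes were called with chromosomes X and Y left out. With log2 *Xist* as a covariate 2 genes were called, with the replicate block 6, with eBayes without trend 4 and with only the P4 libraries in the fit 18. The count was 18 without P1 untreated replicate 1, 6 without P4 treated replicate 1, 20 without P4 treated replicate 3 and 22 without P4 untreated replicate 3. *Esr1*, *Il33* and *Hebp1* kept their calls with each library left out in turn.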

In order to examine the effects of β-catenin stabilization, we first assessed Wnt signaling components using a list of Wnt pathway genes and targets from the RT² Profiler PCR Array (Wnt Pathway) and compared them with our *in vitro* results. Owing to the larger dataset available from RNA sequencing, we expanded the list used in the *in vitro* experiment to include additional Wnt components as well as targets from published sources (Hödar et al., 2010; Railo et al., 2009; Watanabe et al., 2014). 

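Wnt-associated genes moved in both directions at P1. Of the 25 genes that the paper's Table 2 lists as increased at P1, 25 were higher in treated libraries and 7 were called. These were *Lgr5*, *Sp5*, *Wnt11*, *Cd44*, *Daam1*, *Tnfrsf19* and *Gjb6*, which include a transcription factor, a non-canonical Wnt ligand, a hyaluronan receptor and a connexin gene. *Sp5* rose from 890.3 ± 236 to 3020 ± 471 normalized counts (SD, n = 3 each, log2 fold change 1.79, standard error 0.301, adjusted p = 0.0469 from limma), and *Wnt11* from 93 ± 7.21 to 308 ± 58.1 (1.70, standard error 0.27, adjusted p = 0.0371). Each of these 2 calls was lost without any of 8 of the 11 libraries, with log2 fold changes from 1.55 to 1.94 and from 1.64 to 1.85. Of the 16 genes listed as decreased at P1, 16 were lower and 2 were called, the secreted Wnt inhibitor gene *Sfrp2* (-0.62, adjusted p = 0.0183) and the receptor gene *Fzd2* (-0.58, adjusted p = 0.0413). *Sfrp2* lost its call without P1 untreated replicate 1 (-0.64) or 3 (-0.58), and *Fzd2* kept it only without P1 treated replicate 1 or P4 untreated replicate 2.

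At P4, the 13 genes listed as increased were all higher and 1, *Daam1*, was called, a call that was lost without P4 treated replicate 1 (0.90) or 3 (0.79). The 6 genes listed as decreased were all lower and 1, *Klf5*, was called. At an adjusted p under 0.1, 9 and 3 were called at P1, and 2 and 1 at P4. Adjusted over the list alone, 25 of 25 and 14 of 16 passed at P1, and 13 of 13 and 5 of 6 at P4. The study chose these lists on the same samples, so their direction is not independent evidence. The paper's text counts fewer Wnt-associated genes as significant, at each age and in each direction, than these lists hold.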

At P1, 21 Wnt-associated genes were significantly increased and 10 were decreased after β-catenin stabilization, whereas at P4, 10 genes were significantly increased and four were decreased after treatment (Table 2). 

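The genes that the paper's Table 1 gives for CHIR-treated explants were chosen on other samples. Of the 16 genes increased there, 2 were called at P1, *Daam1* and *Wnt11*, both higher, and 1 was called at P4, *Daam1*. Adjusted over the list alone, 6 passed at P1 and 4 at P4, all higher in treated libraries. The list had an unadjusted p of 0.00297 at P1 and 0.32 at P4 from camera, and of 0.0192 and 0.344 with an estimated correlation. *Axin2*, a feedback inhibitor and target of the Wnt pathway, stood at 563.3 ± 81.6 against 754.3 ± 191 normalized counts at P1 (SD, n = 3 each, log2 fold change -0.40, standard error 0.25, adjusted p = 0.591 from limma). Of the 17 genes decreased in explants, 1 was called at P1, *Fzd2*, which was lower, and 0 at P4 (3 at an unadjusted p under 0.05). The median log2 fold change of these genes was 0.07 at P1 and 0.13 at P4, so they were not lower as a list. For the genes increased in explants it was 0.19 at P1 and -0.11 at P4. *Fzd4*, lower in explants by RT-qPCR, stood at 6570 and 6479 normalized counts in P4 treated against 5382, 3514 and 4704 in P4 untreated libraries.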

Six of the differentially expressed genes found here were also altered in our *in vitro* experiments, whereas at P4 only two genes were shared between the two systems. Nevertheless, both at P1 and P4, β-catenin stabilization led to Wnt activation, demonstrating that reduced regenerative capacity was not caused by an inability to activate Wnt.

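Of 25 Wnt target genes from textbooks, 5 were higher in P1 treated libraries, 0 were lower and 20 did not pass limma's test (10 and 1 when adjusted over the list alone). The 5 were *Lgr5*, *Sp5*, *Wnt11*, *Cd44* and *Tnfrsf19*. All 5 are also in the paper's Table 2 as increased at P1, a list chosen on these samples. Neither their calls nor the test of the list of 25 is therefore fully independent evidence. The list of 25 had a median log2 fold change of 0.12 and a mean of 0.25 (adjusted p = 7.53e-04 from camera, adjusted p = 0.419 with an estimated correlation). The feedback inhibitor genes *Nkd1* (-0.54, adjusted p = 0.712) and *Notum* (-1.64, adjusted p = 0.544) had lower means in treated libraries and varied widely between libraries, with *Notum* at 8557 ± 4980 normalized counts (SD, n = 3) in untreated ones.

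At P4, 0 of the 25 targets were called by limma, with 8 higher and 2 lower at an unadjusted p under 0.05, and 6 higher when adjusted over the list alone (median log2 fold change 0.17, mean -0.09, adjusted p = 0.137 from camera). The mean log2 level of these targets was 10.59 in P4 untreated replicate 2. It was 9.915 and 10.11 in the other P4 untreated and 10.3 and 9.935 in the P4 treated libraries. For the interaction of treatment and age the list had an adjusted p of 0.0602. Neither ligands and receptors (1 of 29 higher and 1 lower at P1, 0 at P4) nor antagonists (0 of 25 higher and 1 lower at P1, 0 at P4) passed as lists, with adjusted p-values of 0.883 and 0.198 at P1 and 0.567 and 0.612 at P4. For the 2 counts of 0 at P4, 7 ligands and receptors and 6 antagonists had an unadjusted p under 0.05.

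Of the 65 genes called at P1, 60 had a log2 fold change of the same sign at P4. An unadjusted p under 0.05 at P4 was reached by 45 of these, and 7 genes were called at both ages. The paper states that stabilized β-catenin activated Wnt at P1 and at P4, and concludes from this that a failure to activate Wnt is not what limits regeneration at the later age.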

**Table 2.**
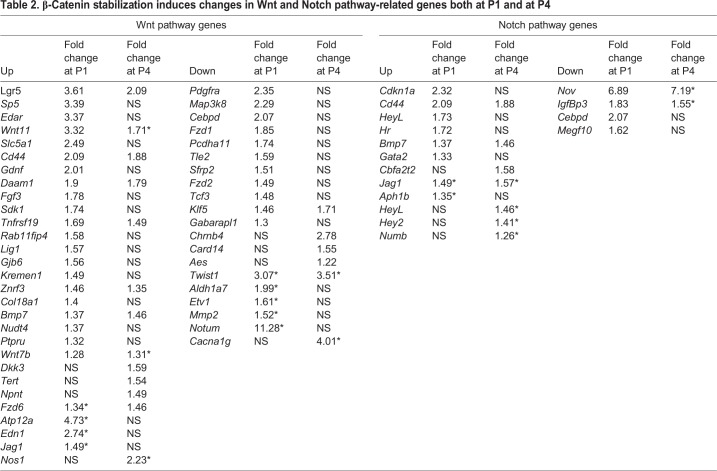
**β-Catenin stabilization induces changes in Wnt and Notch pathway-related genes both at P1 and at P4**

The expression of several Wnt target genes was also altered, the most prominent of which was *Lgr5*, which encodes an R-spondin receptor. 

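*Lgr5* (ENSMUSG00000020140) lies on chromosome 10 of mm10 from 115450311 to 115587780. It rose from 2494 ± 393 to 9011 ± 279 normalized counts (SD, n = 3 each) at P1, a 3.64-fold change (log2 fold change 1.87, standard error 0.143, adjusted p = 8.70e-04 from limma). Its call was kept under all 25 other settings tried, 11 of which left out 1 library each. At P4, it stood at 6829 ± 675 (SD, n = 2) against 3267 ± 602 (SD, n = 3), a 2.11-fold change (log2 fold change 1.08, standard error 0.16, adjusted p = 0.0697). Every treated library lay above every untreated library at both ages, with 8822 to 9331 against 2041 to 2727 at P1 and 6352 and 7306 against 2763 to 3934 at P4.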

*Lgr5* is a Wnt target gene and a Wnt activator that is associated with SC regeneration in the inner ear (de Lau et al., 2014; Shi et al., 2012). Additional targets included *Znrf3*, *Tnfrsf19* and *Edar*, as well as the Notch-pathway associated genes *Cd44*, *Bmp7* and *Aes.* Overall, eight of the target genes that were upregulated after treatment were shared between P1 and P4 (Fig. 8A), and two of the genes that were downregulated after treatment were shared between P1 and P4.

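*Tnfrsf19*, a receptor of the TNF family, rose at P1 from 17980 ± 1340 to 30410 ± 3710 normalized counts (SD, n = 3 each, log2 fold change 0.75, standard error 0.107, adjusted p = 0.0248 from limma). *Cd44* rose from 3361 ± 593 to 7020 ± 373 (1.08, standard error 0.136, adjusted p = 0.0136). The call of *Tnfrsf19* was lost without P1 treated replicate 3 (0.75), P1 untreated replicate 1 (0.71) or P1 untreated replicate 3 (0.73), and that of *Cd44* without P1 treated replicate 3 (1.05) or P1 untreated replicate 1 (1.09). *Znrf3*, which encodes a ubiquitin ligase that removes Wnt receptors, had a log2 fold change of 0.54 (adjusted p = 0.069) and *Edar*, the ectodysplasin receptor gene, of 1.69 (adjusted p = 0.0845). *Bmp7*, a growth factor gene, had 0.46 (adjusted p = 0.126). *Aes*, a co-repressor gene of the Groucho family, had lower means in treated libraries at both ages (-0.155 at P1, adjusted p = 0.396, and -0.29 at P4, adjusted p = 0.272).

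At P4 the log2 fold changes were 0.58 for *Tnfrsf19* (adjusted p = 0.201), 0.92 for *Cd44* (adjusted p = 0.136), 0.43 for *Znrf3*, 0.55 for *Bmp7* and -0.02 for *Edar* (adjusted p = 0.991). None of these values passed the test at P4, and the interaction of treatment and age had an adjusted p of 0.934 for *Znrf3*, 0.898 for *Tnfrsf19*, 0.932 for *Cd44* and 0.82 for *Edar*.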

**Fig. 8.**
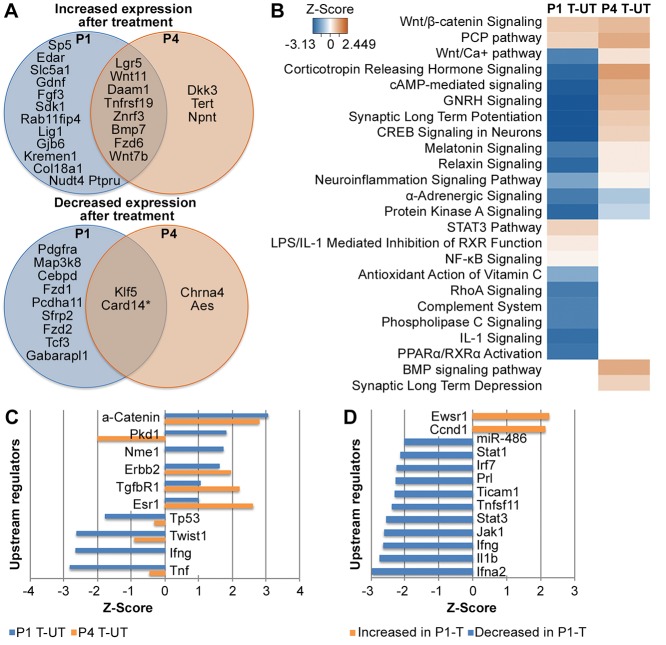
**Differential expression analysis of RNA-sequencing results comparing P1 and P4 *in vivo* samples with and without β-catenin stabilization.** (A) Venn diagram representing overlap between differentially expressed Wnt-related genes at P1 and P4. The overlap is more prominent in activated rather than inhibited genes. Genes that are marked in bold are more significantly altered at P1; genes that are marked with an asterisk are more significantly altered at P4 (*P*-adjusted <0.1). (B) IPA analysis identifies Wnt signaling as the most enriched pathway at both P1 and P4 after treatment. Positive Z-score (orange) represents activated pathways, negative Z-score (blue) represents inhibited pathways and non-enriched pathways are marked in white, *P*<0.05. (C) IPA analysis of most significantly enriched upstream regulators in P1 and P4 samples independently. Z-score presented for P4 (orange) and P1 (blue) comparisons, where positive and negative values indicate overall activation and inhibition of downstream targets, respectively, *P*<0.00001. (D) Mutually exclusive upstream regulators between treated and untreated comparisons, as described for C. No regulators were identified at P4 that were not enriched at P1, *P*<0.005. P1 samples were treated at P1 and harvested at P4; P4 samples were treated at P4 and harvested at P7.

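Genes called at both ages shared their direction. Among all genes tested, 5 were higher after treatment at P1 and at P4, which include *Daam1*, *Esr1*, *Il33* and *Zfand1*. This made 5 shared genes out of 48 and 6, where 0.0157 were expected by chance (Fisher's exact test, one-sided, p = 5.84e-13). *Pcdh19* and *Trh* were lower at both ages, 2 shared genes out of 17 and 4, where 0.0037 were expected (exact p = 4.82e-06). *Daam1* stood at 6884 ± 535 against 3628 ± 165 normalized counts (SD, n = 3 each) at P1 and at 4852 ± 278 (SD, n = 2) against 2703 ± 186 (SD, n = 3) at P4. The Wnt-associated gene among the 7 was *Daam1*. *Pcdh19* lies on chromosome X. *Xist* was on average lower in treated than in untreated libraries at P1 and higher at P4. A sex effect alike at both ages would therefore change direction between them, and all 7 genes kept theirs. This argues against such an effect as the source of these 7 changes.

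Of 68 genes called at either age, 63 had the same sign at both and 46 of these had an unadjusted p under 0.05 at both. The number called at both ages was 3 without P1 untreated replicate 1, 4 without P1 untreated replicate 3, 2 without P4 treated replicate 1, 3 without P4 treated replicate 3, 3 without P4 untreated replicate 1 and 4 without P4 untreated replicate 2. It was 1 with log2 *Xist* as a covariate, 4 with the replicate block, 2 with eBayes without trend and 2 with only the groups compared in the fit.

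**Figure D2:**
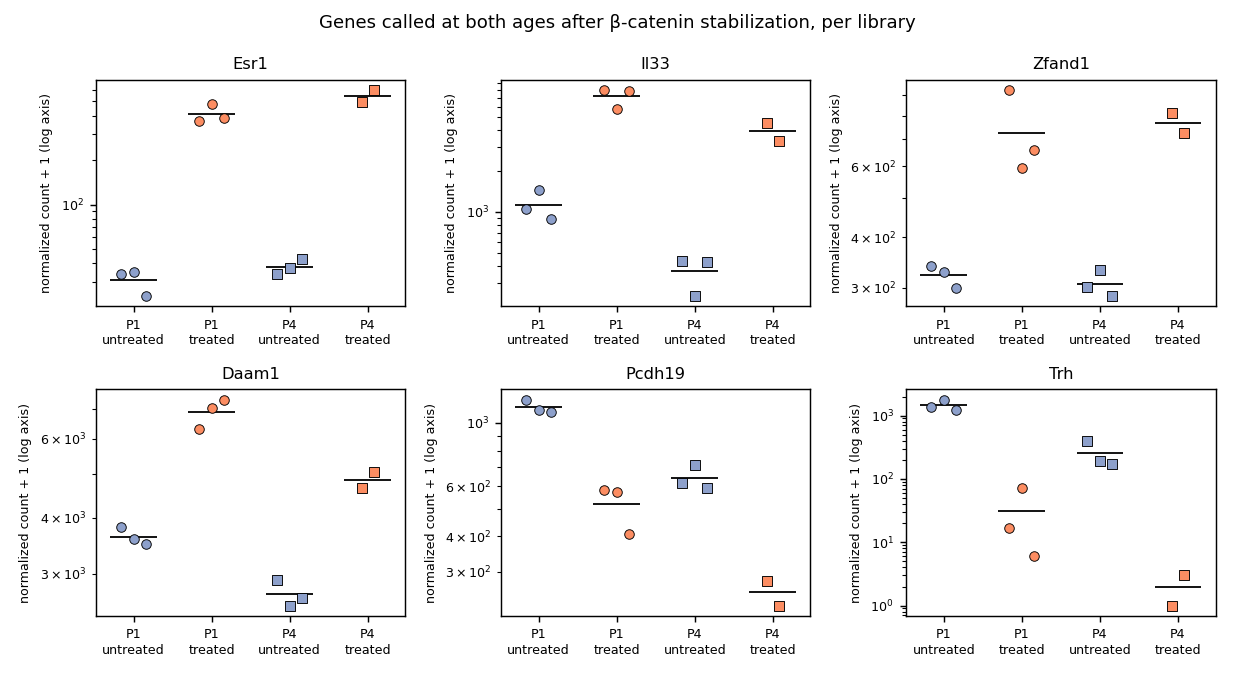
Normalized counts plus 1, on a log axis, of 6 of the 7 genes called at both ages, in each library of the P1 untreated, P1 treated, P4 untreated and P4 treated samples. Each point is 1 library (circles P1, squares P4; orange treated, blue untreated) and the line is the arithmetic mean of the group. *Esr1* lies at 368 to 477 in P1 treated and 23 to 34 in P1 untreated libraries.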

We examined changes in the Notch pathway following β-catenin stabilization as well, using the list of genes from the RT² Profiler PCR Array (Notch Pathway) and supplementing it with MGI Gene Ontology database (GO:0005112, GO:0007219, GO:0007220, GO:0007221, GO:0045746 and GO:00457467). Out of 113, 96 Notch-pathway associated genes remained expressed in P4-untreated samples (normalized counts are in Table S1). 

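All 47 Notch pathway genes of a textbook list were above 0 in each of the 3 P1 untreated and the 3 P4 untreated libraries, and 47 of 47 had a mean of at least 10 normalized counts at both ages. Of these, 3 were higher at P1 and 8 were lower, and 36 did not pass limma's test (3 and 8 when adjusted over the list alone). The effector gene *Hes1* stood at 2063 ± 599 at P1 and 991.7 ± 81.3 at P4 (SD, n = 3 each, log2 fold change 1.02, standard error 0.174, adjusted p = 0.00294). The glycosyltransferase gene *Lfng*, which modifies Notch receptors in supporting cells, stood at 3043 ± 491 and 7972 ± 1100 (-1.39, standard error 0.13, adjusted p = 1.55e-04). As a list, the Notch pathway genes had an adjusted p of 0.769 from camera.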

Levels of the Notch target gene *Cdkn1a* were significantly increased *in vitro* and at P1 (Table 2) along with the Notch ligand *Jag1*, levels of which were also increased *in vitro* and at both P1 and P4. 

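*Cdkn1a*, which encodes the cell cycle inhibitor p21, stood at 7385 ± 2590 normalized counts in P1 treated and 3183 ± 389 in P1 untreated libraries (SD, n = 3 each, log2 fold change 1.16, standard error 0.231, adjusted p = 0.0829 from limma). At P4 it stood at 9668 ± 377 (SD, n = 2) against 11400 ± 2000 (SD, n = 3), a log2 fold change of -0.22 (adjusted p = 0.774). The Notch ligand gene *Jag1* had 26830 ± 4490 against 18040 ± 3750 at P1 (log2 fold change 0.58, standard error 0.187, adjusted p = 0.242) and 26310 ± 1760 against 16750 ± 3280 at P4 (0.67, standard error 0.209, adjusted p = 0.294). Of the 47 Notch pathway genes, limma called 0 at P1, with 7 higher and 3 lower at an unadjusted p under 0.05, and 0 at P4, with 8 higher and 3 lower (1 higher and 0 when adjusted over the list alone). Camera's adjusted p was 0.0683 at P1 and 0.238 at P4.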

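At P4, *Cd44* stood at 8802 ± 349 normalized counts (SD, n = 2) in treated and 4678 ± 713 (SD, n = 3) in untreated libraries, a log2 fold change with a standard error of 0.152. The Notch target gene *Heyl*, a transcriptional repressor, stood at 7707 ± 387 against 5274 ± 583 (log2 fold change 0.55, standard error 0.161, adjusted p = 0.285 from limma). At P1, *Heyl* stood at 7978 ± 691 against 4602 ± 1030 (SD, n = 3 each, 0.81, standard error 0.144, adjusted p = 0.0523). Of the 7 Notch-associated genes in the paper's Table 2 as increased at P4, 7 were higher, 0 were called and 7 had an unadjusted p under 0.05 (7 when adjusted over the list alone, which the study chose on these samples and which is not independent evidence). Of the 8 listed as increased at P1, 8 were higher, 1 was called, *Cd44*, and 4 had an adjusted p under 0.1.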

The activation indicators *Cd44* and *Heyl* were also increased at P4. 

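*Hey2*, a repressor that acts downstream of Notch in supporting cells, stood at 1743 ± 110 against 1341 ± 145 normalized counts (SD, n = 3 each) at P1, a log2 fold change of 0.38 (standard error 0.125, adjusted p = 0.25 from limma). At P4 it stood at 2072 ± 177 (SD, n = 2) against 1470 ± 211 (SD, n = 3), a log2 fold change of 0.50 (standard error 0.14, adjusted p = 0.275). The difference between the 2 ages was -0.12 on the log2 scale (standard error 0.188, adjusted p = 0.947).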

Interestingly, expression of the transcriptional repressor *Hey2* was increased *in vitro*, but only at P4 *in vivo*.

An additional comparison of P1- and P4-treated samples pointed out general modification of the Wnt and Notch pathways between early and late neonatal stages that are further induced by β-catenin stabilization. Forty-eight Wnt-associated genes were increased and 39 were decreased at P1 compared with P4 (Table 3), whereas six Notch-associated genes were increased and 15 were decreased. 

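Wnt-associated genes higher in P1 treated than in P4 treated libraries included the growth factor genes *Fgf3* (log2 fold change 1.53) and *Fgf18* (1.70), *Sp5* (1.90) and *Cyr61*, a matricellular gene (2.43). Of the 48 that the paper's Table 3 lists as increased, 48 were higher and 32 were called. *Dkk3*, a member of the Dickkopf family, had a log2 fold change of 1.16 (adjusted p = 0.00341 from limma). Of the 37 listed as decreased that could be tested, 37 were lower and 29 were called, among them *Klf5* (-1.35, adjusted p = 3.50e-04), the growth factor gene *Fgf7* (-2.54) and *Sfrp2* (-0.96). Of the Notch-associated genes, 6 of 6 were higher with 5 called, and 15 of 15 were lower with 11 called. *Hes1* had a log2 fold change of 1.36 (adjusted p = 0.00341) and *Lfng* of -0.9985 (adjusted p = 0.00377). Adjusted over the list alone, 46 and 37 Wnt-associated and 5 and 15 Notch-associated genes passed. These lists were chosen by the study on these samples and their direction is not independent evidence.

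Many of the same genes differed by age without treatment. Between untreated libraries, 29 of the 48 and 32 of the 37 Wnt-associated genes, and 4 of the 6 and 13 of the 15 Notch-associated genes, were called in the same direction. In each of the 4 lists limma called 0 genes for the interaction of treatment and age. At an unadjusted p under 0.05 it was higher and lower for 3 and 0 of the 48, 2 and 2 of the 37, 1 and 0 of the 6, and 1 and 1 of the 15. The calls of *Fgf3* (1.295) and *Fgf18* (1.29) were lost without P4 treated replicate 1, and that of *Sp5* without P4 treated replicate 3 (1.80).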

Four additional Wnt-associated genes and two Notch-associated genes that were altered *in vitro* were significantly differentially expressed between P1 and P4. In summary, both the Wnt and Notch pathways are active in the maturing cochlea. 

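Of 142 Wnt and Notch pathway genes in the table, taken from 5 textbook lists, 136 were above 0 in every P1 untreated library and 135 of these were above 0 in every P4 untreated library. The exception was *Rspo4*, an R-spondin gene. All 27 Wnt target genes, 26 antagonists and 20 planar cell polarity genes were detected in every untreated library, as were 30 of 37 ligands and receptors. Of all genes in the table, 21538 were detected in every P1 untreated library, and 20348 of these, 94.5%, in every P4 untreated library.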

Importantly, genes that are detected in P1-untreated samples can still be detected in P4-untreated samples.

**Table 3.**
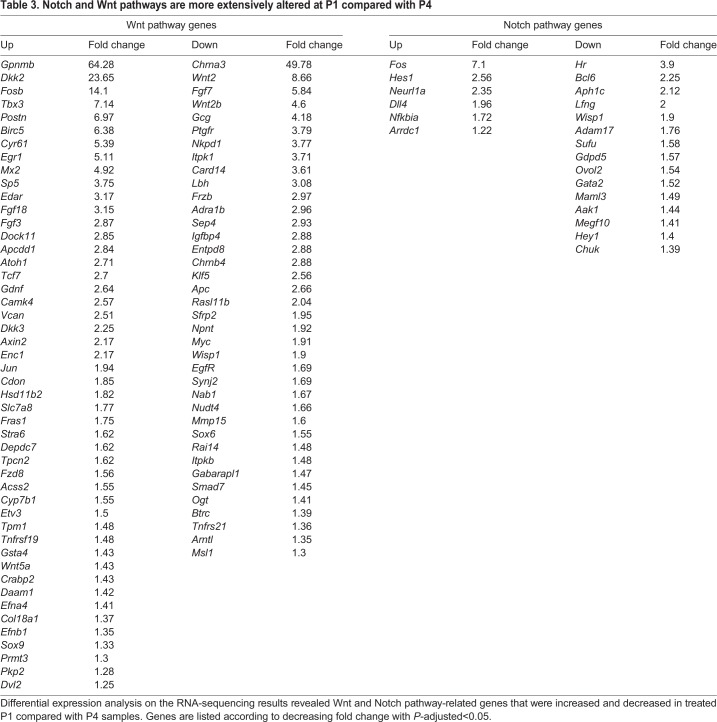
**Notch and Wnt pathways are more extensively altered at P1 compared with P4**

### Stabilization of β-catenin affects proliferation-related genes

IPA was further used to elucidate activated pathways. 

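Planar cell polarity genes changed little as a list. Of 20 such genes, 1 was higher at P1 and 1 at P4, *Daam1* in both cases, and 0 were lower (3 higher and 1 lower at P1 and 3 higher at P4 when adjusted over the list alone). The list's median log2 fold change was 0.00 at P1 and 0.03 at P4, with adjusted p-values of 0.48 and 0.311 from camera. For the Wnt target genes the corresponding adjusted p was 7.53e-04 at P1 and 0.137 at P4, and 0.419 and 0.818 with an estimated correlation.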

As expected, Wnt/β-catenin-signaling and planar cell polarity pathways were most prominently activated in treated samples (both at P1 and P4; Fig. 8B). 

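Stress-related genes were compared through 4 textbook lists. Of 24 oxidative stress response genes, 1 was higher at P1, *Cygb*, and 1 was lower at P4, *Hebp1* (2 higher at P1, and 1 higher and 3 lower at P4, when adjusted over the list alone). The list had an adjusted p of 0.392 at P1 and 0.137 at P4 from camera, and the difference of the treatment effect between the ages had an adjusted p of 0.00682 (median 0.14 on the log2 scale, adjusted p = 0.858 with an estimated correlation). That call was lost without P1 treated replicate 1 (adjusted p = 0.0761), P1 untreated replicate 2 (0.0597) or P4 untreated replicate 2 (0.0587). The list holds *Cygb* and *Hebp1*, which the study chose in Fig. 9C for such a difference in these samples. Its result is therefore not independent evidence. Of 20 p53 target genes and of 31 immediate early genes, limma called 0 at either age, with 6 and 2 at an unadjusted p under 0.05 at P1 and 3 and 3 at P4 (1 p53 target at each age and 0 immediate early genes when adjusted over the list alone). Their adjusted p-values were 0.883 and 0.796 at P1 and 0.528 and 0.284 at P4. NF-kB and cytokine response genes had an adjusted p of 4.15e-05 at P1 (lower, 0.419 with an estimated correlation) and of 0.127 at P4, with an adjusted p of 0.176 for the difference.

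Hair cell markers had a median log2 fold change of -0.12 at P4 (adjusted p = 0.0801) and 0.04 at P1 (adjusted p = 0.253), and the difference between the ages had an adjusted p of 0.00682 (0.858 with an estimated correlation). The hair cell glutamate transporter gene *Slc17a8* had log2 fold changes of 0.45 at P1 and -0.90 at P4 (adjusted p = 0.66 and 0.389). The call for the difference was lost with the replicate block (adjusted p = 0.0669) and without P1 treated replicate 2 (0.0608) or 3 (0.0755), P1 untreated replicate 3 (0.415), P4 treated replicate 1 (0.176) or P4 untreated replicate 2 (0.0548).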

Several maturation-related pathways were activated only at P4, whereas stress-related pathways were activated only at P1, suggesting different Wnt signaling downstream targets at the two time points. Wnt signaling, as well as the stress and proliferation pathway, were prominently enriched among upstream regulators after treatment at P1, whereas no such regulators were enriched at P4. *Notch1* was significantly enriched at P1 (Z-score=2.22, *P*=7.05E-6) and only weakly enriched at P4 (Z-score=1.35, *P*=0.04).

The receptor tyrosine kinase gene *Erbb2*, which induces proliferation of several cell types (Abbas and Dutta, 2009), was detected as a significantly enriched upstream regulator in all comparisons (Figs 7C and 8C). As *Erbb2* levels were also increased after CHIR treatment in explants, we examined its pathway components. Overall, 262 *Erbb2* targets were differentially expressed in untreated samples at P1 compared with P4, in support of proliferation-associated signaling at early postnatal stages (Table S2). Nevertheless, when observing the differences at each time-point, 66 *Erbb2* targets were differentially expressed in P1-treated samples and only 29 at P4 (Table 4). 

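*Erbb2* itself, a receptor tyrosine kinase gene of the EGF receptor family, stood at 4720 ± 471 normalized counts in P1 treated and 4477 ± 275 in P1 untreated libraries (SD, n = 3 each, log2 fold change 0.07, adjusted p = 0.879 from limma). At P4 it stood at 5533 ± 67.9 (SD, n = 2) against 5003 ± 727 (SD, n = 3, 0.16, adjusted p = 0.665). Of 12 genes of the EGF receptor family and its ligands, limma called 0 at either age, with 4 at an unadjusted p under 0.05 at P1 and 3 at P4 (1 higher at P1 and 0 at P4 when adjusted over the list alone).

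Of the 28 genes that the paper's Table 4 lists as increased at P1, 28 were higher and 4 were called, *Esr1*, *Sp5*, *Daam1* and *Lum*. Of the 19 tested of those listed as decreased, 19 were lower, 0 were called and 19 had an unadjusted p under 0.05. At P4, 15 of 15 were higher with 2 called, *Esr1* and *Daam1*, and 6 of 6 were lower with 0 called and 6 at an unadjusted p under 0.05. At an adjusted p under 0.1, 12 and 2 were called at P1 and 2 and 0 at P4. Adjusted over the list alone, 28, 19, 15 and 6 passed, which is not independent evidence since the study chose the lists on these samples. Among the genes listed as decreased at P1 was *Csf1r*, also an immune cell marker. The lists used here held 28 and 20 genes at P1 and 15 and 6 at P4. The paper's text counts more targets at each age.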

Of interest is the overlap between *Erbb2* targets at P1 and P4, which are mostly associated with the Notch signaling pathway (Fig. 9A). 

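The targets in Table 4 at both ages included *Daam1*, *Esr1*, *Brip1*, *Bmp7*, the chaperone gene *Clu* and *Ccdc80*, all higher in treated libraries. *Brip1* had a log2 fold change of 0.95 at P1 (adjusted p = 0.0938 from limma) and of 0.98 at P4 (standard error 0.218, adjusted p = 0.223). *Clu* had 0.41 (adjusted p = 0.163) and 0.38 (adjusted p = 0.302), and *Ccdc80* 0.47 (adjusted p = 0.0934) and 0.41 (adjusted p = 0.267). Of the 28 genes listed as increased at P1, 23 were higher at P4 and 15 of these had an unadjusted p under 0.05, with 2 called. Of the 19 tested genes listed as decreased at P1, 16 were lower at P4 and 5 of these had an unadjusted p under 0.05, with 0 called by limma.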

The *Erbb2* target *Esr1* was detected as the most significantly differentially expressed gene in both P1- and P4-treated samples (fold change=13.68, *P*-adjusted=1.34E-50; fold change=14.71, *P*-adjusted=5.17E-48, respectively). It was also defined as a significantly enriched upstream regulator by itself at both time-points and estrogen-receptor signaling was among the activated pathways between P1 and P4 (Fig. 7B).

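*Esr1* (ENSMUSG00000019768), which lies on chromosome 10 of mm10 from 4611593 to 5005614, had the smallest adjusted p in both comparisons. It rose from 30 ± 6.08 to 410.7 ± 58.2 normalized counts at P1 (SD, n = 3 each), a 13.4-fold change (log2 fold change 3.74, standard error 0.228, adjusted p = 1.71e-04 from limma). At P4 it rose from 37 ± 4.58 (SD, n = 3) to 543 ± 72.1 (SD, n = 2), a 14.3-fold change (standard error 0.254 on the log2 scale, adjusted p = 4.03e-04). The calls were kept under all 25 other settings at both ages. The difference between the ages was -0.10 (standard error 0.341, adjusted p = 0.982). The CreER fusion carries part of the estrogen receptor, and only treated pups carry it. *Esr1* counts stood at 6.16% to 8.61% of those of *Sox2* in treated libraries and at 0.283% to 0.410% in untreated ones.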

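Of 11 estrogen response genes tested besides *Esr1*, limma called 0 at P1 and 0 at P4, and their median log2 fold change was 0.26 at P1 and 0.20 at P4. With *Esr1* included, 5 of the 12 were higher and 2 lower at P1 at an unadjusted p under 0.05, and 2 were higher at P4 (4 and 2 at P1 and 1 at P4 when adjusted over the list alone). The list had an adjusted p of 0.0683 at P1 and 0.075 at P4 from camera. Between P1 and P4 untreated libraries, 1 of the 12 was higher and 3 were lower, among them the progesterone receptor gene *Pgr* (-0.88), whose call was lost without P1 untreated replicate 3 (-0.71).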

**Table 4.**
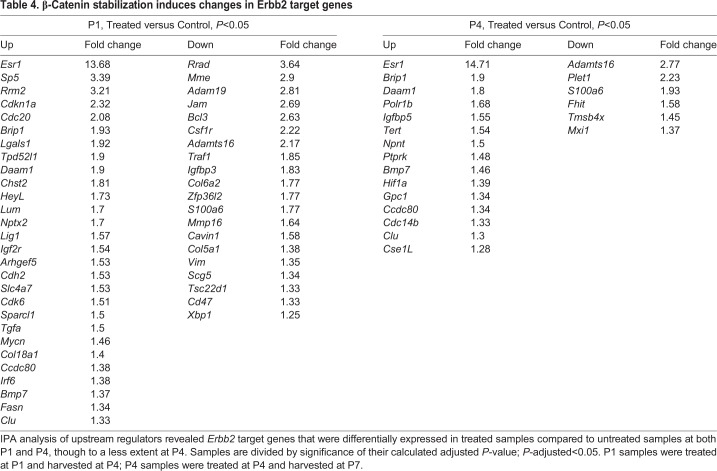
**β-Catenin stabilization induces changes in Erbb2 target genes**

**Fig. 9.**
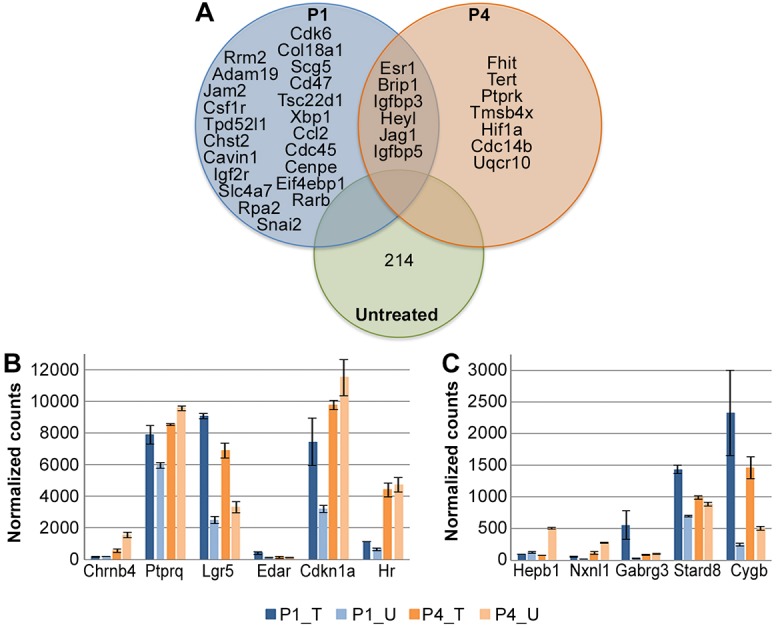
**Differential expression analysis of RNA-sequencing results demonstrating activation of *Erbb2* and additional factors after β-catenin stabilization.** (A) Venn diagram representing differential expression of *Erbb2* downstream targets at P1 and P4 in treated and untreated samples. 262 *Erbb2* targets are differentially expressed in untreated samples between P1 and P4, and 48 targets are also differentially expressed as a result of β-catenin stabilization, *P*<0.05. (B) Normalized counts for Wnt- and Notch-associated genes that present a significant pattern of differential expression relating to age and treatment simultaneously (*P*-adjusted <0.05). (C) Normalized counts for additional genes that present a significant pattern of differential expression relating to age and treatment simultaneously (*P*-adjusted <0.05). P1 samples were treated at P1 and harvested at P4; P4 samples were treated at P4 and harvested at P7.

Our intent was to identify processes, occurring after Wnt activation at P1 but not at P4, and thus potentially underlying the higher regenerative capacity at early neonatal stages. We therefore conducted a supplemental analysis and identified genes with a specific combined age and treatment interaction. The Wnt-pathway associated genes *Chrnb4*, *Ptpru*, *Lgr5* and *Edar*, the Wnt and Notch target gene *Cdkn1a*, and the Notch-pathway associated transcriptional repressor *Hr* had distinct and significant expression patterns (Fig. 9B). 

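No gene passed limma's test of the interaction of treatment and age at an adjusted p under 0.05, and 1067 had an unadjusted p under 0.05 (920 expected by chance). The smallest adjusted p was 0.0546, for *Hebp1*. Of the 12 gene names given in Fig. 9 and its text, 11 had an interaction in the direction of a higher effect at P1 and all 11 had an unadjusted p under 0.05. The exception was *Ptprq*, a phosphatase gene of stereocilia that Fig. 9B names, with -0.56 (standard error 0.341). The study chose these genes on the same samples, so this is not independent evidence. Their interactions on the log2 scale were 1.48 for the nicotinic receptor subunit gene *Chrnb4* (standard error 0.36), 0.56 for the phosphatase gene *Ptpru* (standard error 0.137), 1.38 for *Cdkn1a* (standard error 0.346) and 0.90 for *Hr*, a nuclear co-repressor gene (standard error 0.247). Adjusted over the list alone, 11 passed. With 1 library left out the number of genes called was 4 without P1 treated replicate 2, 2 without P1 treated replicate 3, 11 and 2 without P1 untreated replicates 1 and 2, 1 and 14 without P4 treated replicates 1 and 3, and 7 without P4 untreated replicate 3. *Xist*, which differed between the pups, had an interaction of -11.37 (standard error 2.34).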

*Lgr5* was the only gene detected for which the expressional change appeared to result only from the treatment. *Edar* expression was influenced by treatment only at P1. 

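*Lgr5* differed little by age in untreated libraries (log2 fold change -0.39, standard error 0.143, adjusted p = 0.0808 from limma) and in treated ones (0.40, standard error 0.16, adjusted p = 0.134). Its interaction of treatment and age was 0.79 (standard error 0.215, adjusted p = 0.82). *Edar* stood at 411 ± 142 normalized counts in P1 treated and 122 ± 18.2 in P1 untreated libraries (SD, n = 3 each), and at 129.5 ± 64.3 (SD, n = 2) and 125.3 ± 28.1 (SD, n = 3) at P4. Between treated libraries it was higher at P1 (1.69, standard error 0.38, adjusted p = 0.0206), a call that was lost without P1 treated replicate 1 (1.46) or P4 treated replicate 3 (1.16). Its interaction was 1.71 (standard error 0.51, adjusted p = 0.82).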

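In untreated libraries, *Chrnb4* stood at 188.3 ± 8.5 normalized counts at P1 and 1540 ± 278 at P4 (SD, n = 3 each, log2 fold change of P1 against P4 -3.01, standard error 0.24, adjusted p = 7.89e-05 from limma). *Hr* stood at 650.7 ± 150 and 4697 ± 796 (-2.86, standard error 0.165, adjusted p = 2.00e-05), *Cdkn1a* at 3183 ± 389 and 11400 ± 2000 (-1.83, standard error 0.231, adjusted p = 6.63e-04) and *Ptpru* at 5913 ± 344 and 9490 ± 286 (-0.68, standard error 0.0911, adjusted p = 8.81e-04). All 4 calls were kept with each library left out. In treated libraries, *Hr* (-1.96, adjusted p = 5.23e-04) and *Chrnb4* (-1.53, adjusted p = 0.00777) were lower at P1, the latter not without P4 treated replicate 3 (-1.27). *Cdkn1a* (-0.45, adjusted p = 0.288) and *Ptpru* (-0.12, adjusted p = 0.485) did not pass.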

*Chrnb4*, *Ptpru*, *Cdkn1a* and *Hr* expression increased with age in untreated samples. A small increase in the expression of negative regulators *Ptpru*, *Cdkn1a* and *Hr* was observed at P1, but not at P4. 

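At P1, *Hr* stood at 1122 ± 7.09 normalized counts in treated and 650.7 ± 150 in untreated libraries (SD, n = 3 each, log2 fold change 0.81, standard error 0.165, adjusted p = 0.0893 from limma), and *Ptpru* at 7826 ± 977 against 5913 ± 344 (0.40, standard error 0.0911, adjusted p = 0.122). At P4 the log2 fold changes were -0.10 for *Hr* (adjusted p = 0.876) and -0.17 for *Ptpru* (adjusted p = 0.554). For each gene, the difference between the ages had an adjusted p of 0.768 or 0.82.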

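*Chrnb4* stood at 553 ± 141 normalized counts (SD, n = 2) in P4 treated and 1540 ± 278 (SD, n = 3) in P4 untreated libraries, a log2 fold change of -1.49 (standard error 0.268, adjusted p = 0.169 from limma). At P1 it stood at 194.7 ± 63.1 against 188.3 ± 8.5 (SD, n = 3 each, -0.00, adjusted p = 1). The interaction of treatment and age for *Chrnb4* had an adjusted p of 0.768.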

*Chrnb4* levels, however, decreased upon treatment at P4, with no effect at P1. In addition, the oxidative stress suppressors *Hebp1*, *Nxnl1* and *Cygb*, the tumor suppressor *Stard8* and the neuronal inhibitor GABA subunit *Gabrg3* were differentially expressed in an age- and treatment-dependent manner (Fig. 9C).

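*Stard8* rose at P1 from 692.3 ± 17.6 to 1423 ± 108 normalized counts (SD, n = 3 each, log2 fold change 1.04, standard error 0.0945, adjusted p = 0.00232 from limma). At P4 its log2 fold change was 0.16 (adjusted p = 0.571). *Cygb* rose at P1 from 243.3 ± 37.8 to 2315 ± 1170 (standard error 0.358 on the log2 scale, adjusted p = 0.01) and stood at 1452 ± 248 against 499 ± 46.6 at P4 (1.53, standard error 0.4, adjusted p = 0.265). *Gabrg3* rose at P1 from 32.67 ± 15 to 551.7 ± 382 (3.86, standard error 0.548, adjusted p = 0.0248) and had a log2 fold change of -0.23 at P4 (adjusted p = 0.913). Its call was lost without P1 treated replicate 3 (3.32), P1 untreated replicate 1 (4.01), P1 untreated replicate 3 (3.43) or either P4 treated library (3.86). *Hebp1*, which was lower after treatment at P4, had a log2 fold change of -0.31 at P1 (98.33 ± 2.08 against 123 ± 19.5, adjusted p = 0.53). *Nxnl1*, a thioredoxin-like gene, had 1.37 at P1 (adjusted p = 0.144) and -1.28 at P4 (adjusted p = 0.285). In untreated libraries *Hebp1* (-2.03, adjusted p = 1.03e-04) and *Nxnl1* (-3.77, adjusted p = 1.51e-04) were lower at P1 than at P4. The interactions were 2.34 for *Hebp1* (standard error 0.257), 2.65 for *Nxnl1*, 1.55 for *Cygb*, 0.87 for *Stard8* and 4.09 for *Gabrg3*, with adjusted p-values of 0.0546, 0.585, 0.82, 0.405 and 0.585. *Stard8* lies on chromosome X.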

## DISCUSSION

In the developing mammalian cochlea, canonical Wnt is essential for prosensory cell proliferation and subsequent HC differentiation (Jacques et al., 2012; Shi et al., 2014). Forced Wnt activation in the neonatal cochlea promotes the proliferation of typically quiescent SCs and induction of ectopic HCs (Chai et al., 2012; Shi et al., 2013, 2012). However, in contrast to earlier developmental stages, the adult mammalian auditory organ lacks capacity for HC regeneration in response to Wnt (Shi et al., 2013). Here, using both *in vitro* and *in vivo* models, we describe the temporal pattern and the underlying mechanisms of the regenerative response to Wnt activation in the embryonic and neonatal mouse cochlea (Fig. 10).

**Fig. 10.**
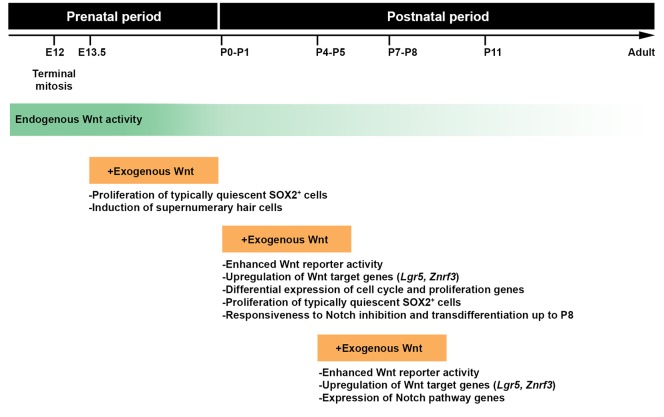
**Canonical Wnt pathway and the regenerative response.** A schematic representation of our working model. Canonical Wnt is highly active in the embryonic cochlea and, although mildly downregulated with age, Wnt pathway components continue to be expressed throughout neonatal stages and in the adult. However, downstream targets that are related to cell proliferation, cell-cycle progression and cellular growth are enriched at early neonatal stages compared with late stages, both with and without exogenous Wnt activation. This downstream transcriptional response to exogenous Wnt stimulation may therefore play a role in the age-dependent decline in the regenerative capacity of the postnatal mammalian cochlea.

Stimulation with CHIR *in vitro* at E13.5 and P0 causes prosensory cells and SCs, respectively, to re-enter the cell cycle. At P0, the position of SCs along the basal-apical axis has a clear effect on the strength of the proliferative response, with a greater number of proliferated SCs observed in the apex compared with the base. Owing to the basal-apical developmental gradient (Chen et al., 2002), SCs in the apex are likely to be less mature than those in the base at birth. Furthermore, we demonstrate that the proliferative response to Wnt is no longer observed by P5, presumably owing to SC maturation. This type of transient regenerative response is also observed in the mouse heart and retina (Jorstad et al., 2017; Porrello et al., 2011).

In organs that regenerate in the adult mammal, like gut, skin and liver, stemness is maintained by active Wnt signaling (Kessler et al., 2015). In the intestines, for example, depletion of β-catenin and resultant loss of Wnt signaling leads to the rapid loss of stem cells and capacity for self-renewal (Fevr et al., 2007). Here, using western blots we demonstrate that the age-dependent decline in proliferative capacity in the cochlea does not correlate with diminished β-catenin accumulation in the older (P5) stage. In fact, compared with controls, exposure to CHIR promoted similar levels of β-catenin accumulation at all three developmental stages. It could also be argued that the dampened nature of the proliferative response with age could correlate with an upregulation of components that inhibit canonical Wnt signaling in the older cochlea (Hirsch et al., 2007). In such an instant, Wnt-reporter activity at P5 should remain unchanged following exposure to the Wnt activator. In contrast, we show that stimulation with CHIR enhances TCF/Lef complex activation at P5, similar to its effect at P0. Furthermore, we find that canonical Wnt signaling is active in a subset of SCs, as well as HCs at both time points. This is in agreement with our recent findings showing that Wnt pathway components continue to be expressed in the mouse cochlea even at P30 (Geng et al., 2016) and is further supported by our RNA-sequencing results from *in vivo* Wnt activation. It is likely that the Wnt pathway plays a role in homeostatic maintenance of the cochlea; however, future loss-of-function experiments are needed to fully elucidate its roles in the adult.

CHIR is a potent activator of canonical Wnt signaling. It was therefore administered at several different concentrations, depending on the age of the culture and expected response to Wnt in terms of proliferation and HC induction. For evaluation of the *TCF/Lef:H2B-GFP* neonatal response, a shorter treatment at lower concentration was needed to prevent saturation. Non-canonical Wnt signaling is also involved in the cell-adhesion processes, which may influence the status of TCF/Lef activation when the cochlear explants adhere to the culture dish (Gallegos et al., 2016; Heuberger and Birchmeier, 2010). We therefore limited the incubation time to exclude potential interference and masking of canonical Wnt activation.

Similar to the age-dependent decline in the proliferative response to Wnt, Maass et al. (Maass et al., 2015) previously demonstrated that SCs fail to transdifferentiate to HCs following Notch inhibition by P3. However, we demonstrate that augmenting Wnt activation through the neonatal stages extends this window for HC induction in response to Notch inhibition up to at least P8. Comparable with that observed by Ni et al. (Ni et al., 2016a,b), we find that the combination of Wnt activation followed by Notch inhibition not only generates new HCs but also replenishes the SC pool, both of which are necessary for proper auditory function. In combination with reports on development and regeneration in the mammalian cochlea (Bramhall et al., 2014; Jayasena et al., 2008; Maass et al., 2015), our results suggest that Wnt signaling modulates the Notch pathway during these processes. Intriguingly, stimulation with CHIR resulted in the downregulation of Notch receptors but promoted a significant upregulation of the Notch ligand and SC marker *Jag1*. This downregulation of Notch receptors may represent a negative-feedback mechanism to limit high levels of Notch signaling resulting from crosstalk with the Wnt pathway (Collu et al., 2014). We hypothesize that newly proliferated SCs remain responsive to Notch signaling inhibition up to P8, as they represent immature cells that exhibit prosensory character.

Although SCs proliferate and form immature prosensory-like cells in response to Wnt activation at P0, this proliferative response is not observed by P5. Our previous results *in vivo* (Shi et al., 2013), together with our current *in vitro* analysis, led us to use RNA sequencing to look for explanations for this difference in response to Wnt. Indeed, we have demonstrated here that the age-dependent decline in proliferative capacity is correlated with changes in the downstream transcriptional response to Wnt activation. Although our RNA analysis showed that both Wnt and Notch pathway components continue to be expressed throughout early and late neonatal stages, downstream targets that are related to cell proliferation, cell-cycle progression and cellular growth were enriched at P1 compared with P4, both with and without β-catenin stabilization. Most prominently, the proliferation-associated gene *Esr* and the upstream regulator *Erbb2* are demonstrated here with significant differential enrichment between early and late neonatal stages. Specifically in the neonatal inner ear, *Erbb2* is expressed in pillar, Hensen's and Claudius cells, and weakly in the greater epithelial ridge (GER) (Hume et al., 2003). These EGFR^+^ SCs were identified with extended proliferative capacity, overlapping with an EGFR-dependent regeneration mechanism from birds (White et al., 2012). Pillar and GER cells are also Lgr5 positive, thus possessing extensive proliferative traits (Shi et al., 2012). Although *Erbb2* itself was mildly downregulated after CHIR treatment, its downstream components are activated following β-catenin stabilization.

Additional factors were also differentially expressed in a combined, age- and treatment-dependent manner. *Hebp1* suppresses oxidative stress as part of the Nrf2 pathway and can protect against cisplatin and noise-induced hearing loss (Honkura et al., 2016; Kim et al., 2015). Its normal expression appeared to increase with age but Wnt activation decreased its expression at P1 and even more significantly at P4. *Nxnl1*, a viability factor in eye development that is associated with retinitis pigmentosa and Bardet-Biedl syndrome (Bin et al., 2009; Mei et al., 2016), is also involved in suppression of oxidative stress and possessed a similar pattern of expression. These two genes are associated with protection of post-mitotic cells. Their expression is unchanged after treatment at P1, presumably owing to their already low expression, but is decreased after treatment at P4, which could reflect epigenetic alterations to a less mature state as an attempt to regain proliferation capabilities. In contrast, the neuronal inhibitor GABA subunit *Gabrg3*, which is expressed in outer and inner HCs (Girotto et al., 2014), and tumor suppressor *Stard8* were significantly upregulated after Wnt activation at P1 but not at P4, suggesting a potential feedback mechanism to repress proliferation. Additional pathways downstream of Wnt may therefore underlie the reduced proliferative capacity observed at late postnatal stages, presumably silenced by epigenetic regulation. Indeed, we have recently demonstrated that the proliferative response of SCs is improved when cultured with a Wnt activator and a histone deacetylase inhibitor (McLean et al., 2017).

We have shown previously that SOX2 levels influence Wnt and Notch-induced proliferation and differentiation of cochlear cells (Atkinson et al., 2018; Jeon et al., 2011; Kempfle et al., 2016). 

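*Sox2*, on chromosome 3 of mm10 from 34650405 to 34652461, stood at 5493 ± 540 normalized counts in P1 treated and 8778 ± 1210 in P1 untreated libraries (SD, n = 3 each, log2 fold change -0.67, standard error 0.101, adjusted p = 0.03 from limma). At P4 it stood at 7785 ± 294 (SD, n = 2) against 10350 ± 215 (SD, n = 3), a log2 fold change of -0.41 (standard error 0.113, adjusted p = 0.272). Treated pups carried the *Sox2-CreER* allele and untreated pups did not. The call at P1 was kept without P1 treated replicate 1, P1 untreated replicate 2 or P4 untreated replicate 2, and was lost without any of the other 8 libraries (-0.74 to -0.67).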

One limitation of the approach used here is the reduced *Sox2* levels in the *Sox2* knock-in alleles such as *Sox2-CreER* and *Sox2-GFP*, and the direct comparisons between drug treatment *in vitro* and genetic manipulation *in vivo* (Arnold et al., 2011; Bramhall et al., 2014). Our *in vitro* results, obtained here from *Sox2-GFP* mice, agree with the results of similar experiments that were conducted on wild-type mice, and we found a similar expression pattern of Wnt signaling genes *Wnt11*, *Fzd2* and *Tcf3* between β-catenin stabilization (*in vivo*) and CHIR-treated (*in vitro*) samples. The Notch target gene *Cdkn1a* was also similarly expressed. Distinctions between the expression of additional Wnt and Notch components are most likely due to differences between *in vivo* and *in vitro* experiments, as well as *in vivo* β-catenin stabilization compared with the use of a GSK3β inhibitor.

In summary, we show that exogenous Wnt activation following birth not only promotes the proliferation of SCs but also extends the window for HC induction up to P8, thus generating new HCs in the maturing cochlea. Exogenous Wnt activation potentially promotes an arrest of maturation progression or even partial dedifferentiation of SCs into a less mature state. Our results suggest that efforts to stimulate regeneration in the adult auditory organ may require recapitulating the transcriptional response of the early neonatal cochlea to exogenous Wnt activation and subsequent alterations of silenced state of Wnt target genes.

## MATERIALS AND METHODS

### Mice

Male and female CD-1 mice (Charles River) and *Sox2^EGFP/+^* reporter mice (Jackson Laboratories, strain B6;129S-Sox2^tm2Hoch^/J, stock number 017592) (Arnold et al., 2011) were maintained and euthanized in accordance with Institutional Animal Care and Use Committee regulations at Sunnybrook Research Institute, Toronto, Canada.

Male and female *Sox2-CreER; β-catenin^flox(Exon3)/+^* mice were used to stabilize β-catenin in SOX2^+^ cells. *Sox2-CreER* (Arnold et al., 2011) and *β-catenin^flox(Exon3)/+^* (Harada et al., 1999) were kindly provided by K. Hochedlinger (Harvard Medical School, Boston, MA, USA) and M. Taketo (Kyoto University, Kyoto, Japan), respectively. *TCF/Lef:H2B-GFP* Wnt-reporter mice [Jackson Laboratories, strain Tg(TCF/Lef1-HIST1H2BB/EGFP)61Hadj/J, stock number 013752] were used to visualize Wnt activation. These strains were maintained and euthanized in accordance with Institutional Animal Care and Use Committee regulations at the Massachusetts Eye and Ear Infirmary.

### Organotypic cultures

Cochlear ducts were dissected from embryos of timed-pregnant mice at embryonic day (E) 13.5 and neonatal pups at P0 and P5, and the roof of the duct was removed to expose the sensory epithelium. Cochleae were established as explant cultures as previously described (Mulvaney et al., 2013). The Wnt pathway was activated with CHIR99021 (1.5 μM at E13.5; 5 or 10 μM at P0 and P5; EMD Millipore) for 5 or 8 days *in vitro* (DIV). Cochlear explants of littermates were cultured with vehicle (DMSO) as controls. Proliferation under both conditions was assayed by supplementing culture media with BrdU (3.5 μg/ml; BD Biosciences). The Notch pathway was inhibited with DAPT (25 μM; EMD Millipore). Each experiment was performed with a minimum of three independent litters and a minimum of seven cochleae per condition.

In order to visualize Wnt activation, cochlear explant cultures of *TCF/Lef:H2B-GFP* reporter mice were established at P0 and P5 and incubated with CHIR99021 (3 μM; Cayman Chemicals) for 13 h. Cochlear explants from littermates were cultured with DMSO as controls.

### Live imaging

Cochlear explant cultures from E13.5 *Sox2^EGFP/+^* reporter mice were established and imaged as previously described using an Olympus VivaView FL Incubator Microscope (Mulvaney and Dabdoub, 2014). The Wnt pathway was activated with CHIR99021 (1.5 μM; EMD Millipore) for 5 DIV. Cochlear explants of littermates were cultured with DMSO as a control.

### Immunofluorescence

Immunofluorescence detection was performed as previously described (Jacques et al., 2012). The following primary antibodies were used: goat anti-SOX2 (1:250; Santa Cruz Biotechnology, sc-17320), rabbit anti-MYOVI (1:1000; Proteus BioSciences, 25-6791), rabbit anti-MYOVIIA (1:1000; Proteus BioSciences, 25-6790), goat anti-JAG1 (1:250; Santa Cruz Biotechnology, sc-6011), rat anti-E-cadherin (1:500; Abcam, ab11512), rabbit anti-cyclin D1 (1:250; Thermo Fisher Scientific, MA5-14512), mouse anti-BrdU (1:250; BD Biosciences, 555627) and chicken anti-GFP (1:500; Abcam, ab13970). Prior to BrdU staining, antigen retrieval was performed with 1 N HCl for 30 min. Images were captured using a Nikon A1 Laser Scanning Confocal Microscope or a Leica SP8 Laser Scanning Confocal Microscope. Images of samples from *TCF/Lef:H2B-GFP* mice were prepared using a *z*-projection from a stack covering the entire depth of the explant. The top segment (7.25 μm thick) was defined as the HC layer according to apparent MYOVIIA expression in the image annotation; the bottom segment (4.75 μm thick) was defined as the SC layer according visualized SOX2. Samples from a specific time-point were harvested, treated and analyzed simultaneously, and the GFP signal gain was determined using the control sample and then applied to the treated sample.

### Cell quantification

Proliferation in E13.5 cochlear explants treated with control media or CHIR99021 was assessed by calculating the percentage of SOX2^+^BrdU^+^ cells among all SOX2^+^ cells within a 200×200 μm box positioned over the HC domain, at the 50% position from the base of cochlea. The number of differentiated HCs in E13.5 explants were assessed by counting MYOVIIA^+^ cells within a 200 μm segment along the length of the cochlea and the entire width of the sensory epithelium at the 50% position from the base of the cochlea. Proliferation in P0 and P5 cochlear explants treated with control media or CHIR99021 was assessed by calculating the percentage of SOX2^+^BrdU^+^ cells among all SOX2^+^ cells within a 200 μm segment along the length of the cochlea and the entire width of the sensory epithelium at positions 25%, 50% and 75% from the base of cochlea. HC induction in response to Notch inhibition in control or CHIR99021-treated samples was assessed by counting MYOVI^+^BrdU^+^ cells per 200 μm segment along the length of the cochlea and the entire width of the sensory epithelium at positions 25%, 50% and 75% from the base of cochlea. Cell counts for each experiment were obtained from a minimum of three independent litters and a minimum of seven cochleae per condition. Statistics were performed using a two-tailed Student's *t*-test with the significance threshold set to *P*<0.05.

### Western blots

Similar to the procedure used for cochlear explant cultures, cochlear ducts were dissected from E13.5, P0 and P5 mice, and the roof of the duct was removed to expose the sensory epithelium. Cochleae were subsequently exposed to 10 μM CHIR99021 or DMSO in DMEM for 3 h. Each experiment was performed with a minimum of three independent litters and six cochleae per condition. Cochleae were lysed in chilled lysis buffer [150 mM sodium chloride, 1% NP-40, 50 mM Tris (pH 8.0)]. Lysate was centrifuged at 14,000 ***g*** for 20 min at 4°C and supernatant was collected. Proteins were separated using Bolt Mini Gels (Life Technologies) according to the manufacturer's instructions. Proteins were blotted onto polyvinylidene difluoride membranes and immunoblotted as previously described (Mulvaney et al., 2015). The following primary antibodies were used: mouse anti-active β-catenin (0.5 µg/ml; EMD Millipore, 05-665), mouse anti-β-catenin (1:2000; BD Biosciences, 610153) and mouse anti-GAPDH (1 µg/ml; Applied Biosystems, AM4300). Imaging and densitometric analyses were performed using the ChemiDoc MP Imaging System and Image Lab Software (Bio-Rad). Statistical analyses were carried out using a two-tailed Student's *t*-test with the significance threshold set to *P*<0.05.

### RT^2^-profiler PCR arrays

Cochlear explants established on P0 were cultured with DMSO or 10 μM CHIR99021 for 5 DIV. RNA was extracted from three independent litters and five cochleae per condition using RNeasy Mini Kit (Qiagen) according to manufacturer's instructions. Concentration of RNA was determined using a Qubit Fluorometer (Thermo Fisher Scientific) and cDNA was prepared using the RT^2^ First Strand Kit (Qiagen). Quality of reverse transcription reaction was assessed with RT² PCR Array Mouse RNA QC plates (Qiagen, PAMM-999Z). Amplification of genomic DNA was not detected. PCR was performed according to manufacturer's instructions using RT² SYBR Green ROX qPCR Mastermix (Qiagen) and RT² Profiler PCR Array Mouse Wnt Signaling Pathway (Qiagen, PAMM-043ZC) or RT^2^ Profiler PCR Array Mouse Notch Signaling pathway (Qiagen, PAMM-059ZC). These arrays were pre-designed to detect 84 Wnt pathway genes and 84 Notch pathway genes, respectively. Thermal cycling was performed using StepOnePlus Real-Time PCR system (Applied Biosystems) as previously described (Geng et al., 2016). Quality control, fold changes in gene expression and statistical analysis (two-tailed Student's *t*-test with the significance threshold set to *P*<0.05) was performed using RT^2^ Profiler PCR Array Data Analysis Workbook, Version 4 (Qiagen, www.qiagen.com/ca/resources/resourcedetail?id=d8d1813e-e5ba-4d29-8fdf-07a3f4227e0a&lang=en). A complete list of genes assessed can be accessed through Qiagen for both RT² Profiler PCR Array Mouse Wnt Signaling Pathway (www.qiagen.com/ca/shop/pcr/primer-sets/rt2-profiler-pcr-arrays/?catno=PAMM-043Z#geneglobe) and RT^2^ Profiler PCR Array Mouse Notch Signaling pathway (www.qiagen.com/ca/shop/pcr/primer-sets/rt2-profiler-pcr-arrays/?catno=PAMM-059Z#geneglobe).

### Real-time quantitative PCR (RT-qPCR)

RNA was prepared as described above and cDNA was transcribed using the High Capacity RNA-to-cDNA Kit (Applied Biosystems). The following primers (Applied Biosystems) were used for RT-qPCR gene expression assays: *Gapdh* (Mm99999915_g1) as control, *Jag1* (Mm00496902_m1), *Jag2* (Mm01325629_m1), *Notch1* (Mm00435249_m1), *Notch2* (Mm00803077_m1), *Notch3* (Mm01345646_m1), *Notch4* (Mm00440525_m1), *Fzd4* (Mm00433382_m1) and *Wnt11* (Mm00437328_m1). Statistics were obtained using a two-tailed Student's *t*-test with the significance threshold set to *P*<0.05.

For H2B-GFP analysis, cDNA was transcribed using the qScript XLT cDNA Synthesis Kit (QuantaBio) and qPCR was conducted using SYBR Select SYBR Mix (Applied Biosystems) with Gapdh PrimePCR SYBR Green Assay (Bio-Rad) and the following primers for H2B-GFP: forward, CAAGATCCGCCACAACATCG; reverse, GACTGGGTGCTCAGGTAGTG. Statistical analyses were carried out using a two-tailed Student's *t*-test with the significance threshold set to *P*<0.05.

### Stabilization of β-catenin *in vivo*, RNA extraction and sequencing

For Cre activation in neonatal mice, mothers were given 100 μl tamoxifen (50 μg/μl, Sigma-Aldrich) via intraperitoneal injection 1 or 4 days after delivery. Thus, *Sox2-CreER; β-catenin^flox(Exon3)/+^* mice were exposed to tamoxifen at P1 or P4 through the mother's milk and sacrificed 72 h later at P4 or P7, respectively. To verify Cre activation, brain tissue was collected from neonatal mice and genotyped using Kapa Mouse Genotyping Kit (Kapa Biosystems) with the following primers: forward, GGT AGG TGA AGC TCA GCG CAG AGC; and reverse, ACG TGT GGC AAG TTC CGC GTC ATC C. PCR amplified samples were separated on a 1% agarose gel. A 900 bp band was used to identify *Ctnnb1* wild-type allele and a 700 bp band was used to identify the exon3 excision. Littermates carrying *β-catenin^flox(Exon3)/+^* but without *Sox2-CreER* were used as controls.

Once dissected, cochleae were incubated in Cell Recovery Solution (Corning) for 45 min to separate HCs and SCs from the underlying mesenchyme and neurons. RNA was extracted using RNeasy Micro Kit (Qiagen) from three individual mice per condition, separately and without pooling.

Library preparation and RNA sequencing was performed at the Dana Farber Cancer Institute Molecular Biology Core Facility. In brief, cDNA was synthesized from 2.5 ng of RNA using SMARTer V4 Kit (Clontech). Following fragmentation using M220 Focused-Ultrasonicator (Covaris), 2 ng of sheared cDNA was taken for library preparation using ThruPLEX DNA-seq kit (Rubicon Genomics). NextSeq500 Single-End 75 bp (SE75) Sequencing (Illumina) was performed on all 12 samples in one lane after they were indexed and pooled in equimolar amounts to ensure 20-30 million reads per sample.

Reads were aligned to mm10 augmented with Ensembl gene build 75 with STAR v2.5.2b (Dobin et al., 2013). Reads and alignments were assessed for quality using a combination of FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/), Qualimap (Garcia-Alcalde et al., 2012) and custom scripts. For quality control purposes, counts of reads per gene were generated using FeatureCounts (Liao et al., 2014). For quantification, transcripts per million (TPM) measurements were generated using Sailfish v0.10.1 (Patro et al., 2014). Transcript counts were collapsed to gene level counts using Tximport (Soneson et al., 2015). All 12 samples showed 40-50 million reads per sample. Above 90% of the genes aligned to the genome and over 23,000 genes were detected for each sample. 

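In the table of normalized counts, 23640 to 24433 genes were above 0 per library. The 10 genes with the highest counts held 6.75% to 8.80% of the total, and mitochondrially encoded genes 1.40% to 1.91%. The table has 27755 entries, of which 18400 had a mean of at least 10 and were tested.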

Differential expression was evaluated using DESeq2 (Love et al., 2014), fitting a model accounting for treatment and age of the samples (data have been deposited in GEO under accession number GSE113719). Genes were called differentially expressed when the absolute value of the fold change was >1.25 and *P*-adjusted (FDR) (Benjamini and Hochberg, 1995) was smaller than 0.05 or 0.1, as mentioned. Subsequent pathway analysis was performed using Ingenuity Pathway Analysis software (Qiagen). Of note is the differential expression of the X-inactive specific transcript (*Xist*), which pointed out the potential bias that might occur due to the random segregation of female and male mice in our dataset (Fig. S4). 

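*Xist* (ENSMUSG00000086503), on chromosome X of mm10 from 103460366 to 103483254, stood at 13 to 26 normalized counts in the 3 P1 treated libraries and at 3268 and 4180 in the P4 treated libraries. In P1 untreated libraries it stood at 16, 3030 and 2794, and in the 3 P4 untreated libraries at 32 to 39. The Y-linked gene *Ddx3y* ran the other way, with 2642 to 3421 in P1 treated, 16 and 21 in P4 treated, 3041, 12 and 10 in P1 untreated and 2088 to 2367 in P4 untreated libraries. *Xist* was lower in P1 treated than in P4 treated libraries (log2 fold change -7.49, standard error 1.74, adjusted p = 0.0232 from limma), a call that was lost in 2 of 11 fits with a library left out. Of the genes called, 2 of 65 at P1 and 2 of 10 at P4 lay on chromosome X, as did 130 of 3659 between untreated and 82 of 2034 between treated libraries, with 1 and 3 on chromosome Y. The table analysed here holds the genes of chromosome X, and none were left out of the counts.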

We therefore excluded from our results any gene on chromosome X with the same pattern of differential expression as *Xist*, which could account from gender association rather than age or treatment.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

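RNA from both cochleae of single pups was sequenced in 4 groups, made of 2 ages and of pups with or without Cre-driven stabilization of β-catenin. 12 samples are described and 11 are held in the authors' table of normalized counts, 3 P1 treated, 3 P1 untreated, 2 P4 treated and 3 P4 untreated libraries. P4 treated replicate 2 was not analysed here. The authors excluded 1 of their samples for insufficient Cre activation. Each library came from a different pup, so the replicates are biological.

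The values are a score per gene that the authors deposited, namely counts divided by 1 size factor per library and rounded to whole numbers. The authors aligned reads with STAR 2.5.2b to mm10, counted them per gene with featureCounts for quality control, quantified transcripts with Sailfish 0.10.1, collapsed these to counts per gene with tximport and compared them with DESeq2. Which of these counts the deposited table holds is not given in the sources used here. Since the values are no longer counts, methods for raw counts were not used. Counts recovered through the estimated size factors were not tested with such methods either. The table had 27755 entries. 1 entry with a repeated ID was left out and 626 had no gene symbol.

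Values were compared as log2(normalized count + 1) in R 4.3.3 with limma 3.58.1, with a mean for each of the 4 groups, a spread shared by all libraries and a trend of the spread with the level (eBayes with trend). Genes were tested if their mean over all 11 libraries was at least 10, which left 18400. P-values were adjusted by the method of Benjamini and Hochberg. A gene was called at an adjusted p under 0.05 and a fold change over 1.25, the stricter of the thresholds in the paper. The comparisons were treated against untreated at each age, P1 against P4 in untreated and in treated libraries, and the interaction of treatment and age. In the comparisons at P4, the treated group had 2 libraries.

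Gene lists written from textbook knowledge, 31 in all, were tested with camera at a preset inter-gene correlation of 0.01, and again with the correlation estimated from the residuals. Lists from the paper's tables, 19 in all, were counted in the same way. For a list, members were also adjusted over the list alone. Principal components were computed on the centred log2 values of the tested genes, and Pearson's r over the same genes. A gene was detected in a group if it was above 0 in each of its libraries.

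The genes named in the text followed a rule set with the comparisons, the lists and the alternatives before the data were examined. The rule names every gene that the paper's text names for RNA-seq, with Sox2, Ctnnb1 and Xist, and the genes of the paper's Tables 2 to 4 and Figs 8 and 9, whose values in the paper had been seen. For each comparison it adds up to 10 called genes per direction with the largest fold change, a mean of at least 20 and no overlap between the groups. For each list it adds up to 4 called members with the smallest adjusted p or, where none was called, the member with the largest t. In all, 398 genes were named, and 1 of them is not reported here.

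The sums of normalized counts were 41.2 to 44.2 M per library, and the estimated reads before normalization 39.5 to 47.7 M. On simulated data, in which libraries were drawn from each gene's mean and spread and 100 genes were changed by each factor, 56% of 2-fold and 74% of 4-fold changes were called in the P1 comparison of treatment, 39% and 67% in the P4 comparison, and 57% and 79% between untreated libraries. Of the unchanged genes, 9, 9 and 8 were called. Changes of 2-fold were therefore often missed, as were some of 4-fold, and smaller ones were not simulated. Far fewer genes were changed here than were called between untreated libraries, so the shares may not hold for that comparison.

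Whether the replicate numbers pair the libraries was tested by the correlation of residuals between libraries of the same number. It was 0.115 to 0.136 between P1 and P4 untreated libraries and at most 0.026 in the other comparisons. A fit with the replicate number as a block was run as an alternative. The other alternatives were another pseudocount, no filter or a higher minimum, eBayes without trend, a fit with only the groups compared, scaling by the median of ratios or by quantiles, log2 Xist as a covariate, leaving out chromosomes X and Y, an adjusted p under 0.1, no threshold on the fold change, and leaving out each library in turn. Weights per library were added after the data were seen.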

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

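The comparison of Esr1 with Sox2 and the comparison of immune with neuron and glia markers were chosen only after the result was seen.

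5 gene lists differed between the ages in their response to treatment, by a test of the interaction with camera. The adjusted p was 1.22e-06 for cytosolic ribosomal protein genes, 0.00619 for G2 and M phase genes, 0.00682 for oxidative stress response genes, 0.00682 for hair cell markers and 0.00682 for immune cell markers. With an estimated correlation the adjusted p was 0.858 for each. The oxidative stress list holds Cygb and Hebp1, which the study chose for an interaction in these samples, so its result is not independent evidence. The median difference was 0.18, 0.28, 0.14, 0.24 and -0.54 on the log2 scale, where a positive value is a higher response at P1. The call was lost without P4 untreated replicate 2 for the ribosomal (0.0587), oxidative stress (0.0587), hair cell (0.0548) and immune lists (0.111), and for the G2 and M phase genes without P1 treated replicate 3 (0.788) or P4 treated replicate 3 (0.0939). The immune list also lost it without P1 treated replicate 2 (0.172), P1 untreated replicate 1 (0.0546) or P4 treated replicate 1 (0.333), the oxidative stress list without P1 treated replicate 1 (0.0761) or P1 untreated replicate 2 (0.0597), and the hair cell list with the replicate block (0.0669) or without P1 treated replicate 2 (0.0608) or 3 (0.0755), P1 untreated replicate 3 (0.415) or P4 treated replicate 1 (0.176).

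Il33, Zfand1, Trh and Pcdh19, which the paper does not discuss, were called at both ages. The log2 fold changes at P1 and P4 were 2.69 and 3.46 for Il33, 1.15 and 1.33 for Zfand1, -6.21 and -7.09 for Trh and -1.15 and -1.34 for Pcdh19. The value of Trh at P4 depends on the pseudocount, since its treated libraries held 0 and 2 normalized counts. Il33 kept both calls with each library left out. Trh lost its call at P1 without P1 untreated replicate 1 (-6.24) or 3 (-6.33).

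Without treatment, immediate early genes were higher at P1 than at P4, with 20 of 31 called higher and 1 lower, 23 and 1 when adjusted over the list alone, and a median log2 fold change of 1.46 (adjusted p = 5.59e-09 from camera, adjusted p = 0.634 with an estimated correlation). Among them were Fos (2.89), Egr1 (2.57) and Nr4a1 (3.57). Ribosomal protein genes had a median of 0.41. Neither is discussed in the paper.

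Lists of immune, interferon and mesenchyme genes were lower in P1 treated libraries by camera (adjusted p = 7.2e-09, 3.74e-06 and 0.0117), and none held with an estimated correlation (0.419, 0.419 and 0.524). P1 treated replicate 1 stood apart from replicates 2 and 3, with a mean log2 level of 7.955 against 6.693 and 6.923 for immune and 11.28 against 10.5 and 9.884 for mesenchyme markers. A smaller share of all cell types other than the epithelium would have lowered the markers of each type alike, if each type was lost alike. The median of immune markers lay below that of neuron and glia markers (a difference of -0.954, standard error 0.373 over genes). That error leaves out the spread between pups. The mean log2 level of neuron and glia markers was 8.366 to 9.035 in P1 treated and 8.253 to 9.346 in P1 untreated libraries. An uneven loss of cell types was not tested, so this explanation stays open. A smaller share of immune cells alone may account for the interferon genes, whose median went from -0.387 to -0.168 (standard error 0.145) once the immune marker level was a covariate, and this test leaves the question open. The Cell Recovery Solution step, by which mesenchyme and neurons were removed from each pup's tissue, and an effect of β-catenin itself on immune cells stay open and were not tested. At P4 the medians were -0.802 for mesenchyme, -0.774 for stria vascularis and melanocyte, -0.558 for neuron and glia and -0.381 for immune markers. The mean log2 level of stria vascularis and melanocyte markers was 6.939 in P4 untreated replicate 1, against 5.808 and 5.792 in the other untreated libraries. That of neuron and glia markers was 9.614 in P4 untreated replicate 3, against 8.73 and 8.35. A smaller share of these cell types was not tested at P4 and stays open.

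At P4 and between treated libraries of both ages, the sex of the pups follows the groups. It is unbalanced in the other comparisons too, with Xist high in 0 of 3 P1 treated, 2 of 3 P1 untreated and 0 of 3 P4 untreated libraries, and with log2 Xist as a covariate 7 genes were called at P1, 3 of them among the 65, and 1807 between untreated libraries against 3659. Sex was not tested further as a source of the changes of single genes in those comparisons. With that covariate, the median signed log2 change of the 8 genes called at P4 off chromosomes X and Y was 1.85 (2.12 without the covariate). The median of the genes' standard errors was 0.297, and 8 of 8 kept their direction. Only the P1 untreated group held pups high and low in Xist, so the covariate carries a difference seen at P1 over to P4. The 8 genes were also chosen for their calls in this comparison. A sex effect at P4 alone therefore stays open. The calls ended for lack of precision, since Xist and treatment are nearly the same variable at P4. For the 11 genes of Fig. 9 off chromosomes X and Y, each signed by its interaction without the covariate, the median interaction was 1.78 (1.48 without). The median of their standard errors was 0.642, and sex and age cannot be told apart for them.

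Esr1 was higher in treated libraries at both ages, and reads from the CreER transgene counted as Esr1 are a candidate source. If the transgene followed the Sox2 locus, the ratio of Esr1 to Sox2 would stay alike in treated libraries of both ages. Its log2 change between P1 and P4 treated libraries was 0.102 (standard error 0.201), with -0.405 (standard error 0.254) for Esr1 and -0.507 (standard error 0.113) for Sox2, which allows this source without excluding a response of the Esr1 gene itself. Of 11 other estrogen response genes, limma called 0 at either age, with median log2 fold changes of 0.257 at P1 and 0.203 at P4. Reads per exon, which would separate the sources, were not analysed here.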

How the results depend on the processing

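Weights per library were chosen only after the result was seen, and the other alternatives were set before the data were examined.

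Counts of genes called moved in each of the 5 comparisons. With log2 Xist as a covariate, 7 genes were called at P1, 2 at P4, 1807 between untreated libraries, 28 between treated libraries (2034 without it) and 2 for the interaction, and 1 gene was called at both ages. With eBayes without trend the counts were 12 at P1, 4 at P4, 1 for the interaction and 2 at both ages. With only the groups compared in the fit, which leaves fewer libraries to estimate the spread, they were 10 at P1, 18 at P4, 869 between treated libraries and 2 at both ages. The replicate block gave 32 at P1, 6 at P4, 1326 between treated libraries and 4 at both ages, and 3290 between untreated libraries against 3659. Without a filter 40 were called at P1, and at an adjusted p under 0.1 there were 135 at P1 and 1 for the interaction. Leaving out chromosomes X and Y gave 6 at P4, where 2 of the 10 lie on chromosome X and 2 others lost their call. A pseudocount of 0.5 and quantile normalization each gave 1 for the interaction. Weights per library gave 21 at P4 and 11 at both ages. Apart from the fewer libraries named, the cause was not tested.

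With each library left out in turn, the counts ranged from 11 to 371 at P1, 6 to 22 at P4, 2450 to 3868 between untreated libraries, 356 to 2072 between treated libraries, 0 to 14 for the interaction and 2 to 9 at both ages. The highest at P1 was without P1 treated replicate 1 and the lowest without P1 untreated replicate 3. Where 1 P4 treated library was left out, the lone library was assumed to vary like the other groups. The cause was not tested.

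The share of the first principal component was 25.1% with no filter against 34.3%, and that of the second 12.2% over the genes with the largest variance against 14.5%. The number of lists past the threshold was 0 with an estimated correlation in each of the 5 tests, against 11 at P1, 3 at P4, 10 between untreated libraries, 12 between treated libraries and 5 for the interaction. It was 6 at P4 with the replicate block. With a library left out it ranged from 3 to 6 at P4 and from 1 to 8 for the interaction. Detection of 135 Wnt and Notch genes at both ages did not move with any library left out.

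Of 486 called values of named genes, each tried under 23 to 25 settings, 155 kept their call under all of them and 483 never changed direction. Of 12099 outcomes, 1693 lost the call in the same direction. The 3 reversals were of sex-linked genes between treated libraries with log2 Xist as a covariate, -0.71 for Ddx3y (7.26 without), -0.88 for Eif2s3y (7.14) and 0.27 for Tsix (-6.71). This follows from the covariate, which stands for sex and takes up their change. Libraries were estimated at 39.5 to 47.7 M reads. At the spread seen between pups, simulated 2-fold changes were called for 56% of genes at P1 and 39% at P4.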

Differences from the paper's values

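The counts here use the paper's fold threshold of 1.25 and its adjusted p of 0.05, with limma on normalized counts, where the paper used DESeq2. None of the alternatives was a model of counts like DESeq2, so whether that choice accounts for the differences below was not tested. The paper excluded 1 of its 12 samples for insufficient Cre activation, and 11 libraries were used here. The paper also names an adjusted p of 0.1.

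At P1, the paper's count of genes changed by treatment is 530 and the value here is 65, with the paper's 240 higher against 48 and the paper's 290 lower against 17. Of the alternatives set before the data were examined, only leaving out P1 treated replicate 1 gave a count within 1.5 times the paper's, with 371 called and 275 lower. The number higher was not within that range under any of the 24. At P4, the paper's count is 304 and the value here is 10, with the paper's 166 higher against 6 and the paper's 138 lower against 4, and none of the 24 alternatives came within the range (2 to 22 called). The paper's median fold change at P4 is 1.73 and the value here is 4.64, and none of the 24 alternatives came within the range (2.779 to 195.8).

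Most of the genes that the paper's Tables 2 and 4 list for treatment against untreated changed in the stated direction here without passing the adjusted p. At P1, 7 of 25 Wnt-associated genes listed as increased and 2 of 16 listed as decreased were called, and 9 and 3 at an adjusted p under 0.1. At P4, 1 of 13 and 1 of 6 were called, and 2 and 1 at an adjusted p under 0.1. Each of these Wnt lists is longer than the count that the paper's text gives as significant. The paper lists Jag1, Hey2 and Heyl as increased by treatment, and here they were higher without passing limma's test. The paper describes genes with a significant interaction of treatment and age, and here 0 genes were called for it, 1067 had an unadjusted p under 0.05, and Hebp1 had an adjusted p of 0.0546. At an adjusted p under 0.1, Hebp1 was called.

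The text and table of the paper name Ptpru where Fig. 9B names Ptprq. Here Ptpru had an interaction of 0.56 and Ptprq of -0.56. The paper gives Chrnb4 in Table 2 and Chrna4 in Fig. 8A.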

Other observations

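No test in this part was chosen only after the result was seen.

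Signaling and tissue lists other than those of the paper's claims also differed with age. In untreated libraries NF-kB and cytokine response genes were higher at P1, with 8 of 24 called higher and 1 lower (11 and 1 when adjusted over the list alone, adjusted p = 0.0038 from camera). Nfkbiz, an inhibitor gene of the NF-kB family, had a log2 fold change of 2.44. BMP pathway genes were lower, with 3 of 22 called higher and 7 lower (4 and 7 when adjusted over the list alone, adjusted p = 0.0332), among them the growth factor gene Bmp6 (-2.20), and this call was lost without P1 untreated replicate 1 (0.059), P4 untreated replicate 2 (0.0522) or P4 untreated replicate 3 (0.0545). Supporting cell markers were lower at P1, with 3 of 23 higher and 9 lower (4 and 12 when adjusted over the list alone, adjusted p = 0.0038), among them Rorb (-1.97) and the gap junction gene Gjb2 (-1.12). None of the 3 held with an estimated correlation (adjusted p = 0.634 each).

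At P1, treatment left let-7 target genes higher as a list (median log2 fold change 0.37, 0 of 11 called by limma, 0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05, adjusted p = 0.0178 from camera), a call that was lost without P1 treated replicate 2 (0.46), P1 untreated replicate 2 (0.0944) or P1 untreated replicate 3 (0.103). Genes of cAMP and calcium signaling were lower (median -0.12, 0 of 39 called by limma, 0 when adjusted over the list alone, 10 lower and 0 higher at an unadjusted p under 0.05, adjusted p = 0.0176), a call that was lost without P1 treated replicate 3 (0.146) or P1 untreated replicate 2 (0.0641). Greater epithelial ridge and tectorial membrane genes were higher (median 0.298, or 0.0936 with quantile normalization, 0 of 18 called, 0 when adjusted over the list alone, 5 higher and 1 lower at an unadjusted p under 0.05, adjusted p = 0.00181). With an estimated correlation the adjusted p-values were 0.544, 0.419 and 0.419. Stria vascularis markers had a mean log2 level of 8.909 in P1 treated replicate 2, above the other 10 libraries.

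Of the 10 splits of the 6 P1 libraries into groups of 3, 1 gave 65 called genes or more, namely the real split itself, and the highest of the others gave 4. Of the 10 splits of the P1 and P4 untreated libraries, 1 gave 3659 or more, again the real split, and the highest of the others gave 2. With 10 splits no share under 0.05 can be reached.

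Treated pups carried a knock-in allele at Sox2, and a flanking segment of another strain carried with it was tested as a hypothesis. Of 84 genes within 10 Mb of Sox2 on chromosome 3, 2 moved in the same direction at both ages, 2.38%, against 483 of 17994 other genes, 2.68% (odds ratio 0.884, 95% interval 0.105 to 3.31, Fisher's exact test, p = 1). The interval is too wide to decide.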
